# Cardiomyocyte-Specific Ablation of Med1 Subunit of the Mediator Complex Causes Lethal Dilated Cardiomyopathy in Mice

**DOI:** 10.1371/journal.pone.0160755

**Published:** 2016-08-22

**Authors:** Yuzhi Jia, Hsiang-Chun Chang, Matthew J. Schipma, Jing Liu, Varsha Shete, Ning Liu, Tatsuya Sato, Edward B. Thorp, Philip M. Barger, Yi-Jun Zhu, Navin Viswakarma, Yashpal S. Kanwar, Hossein Ardehali, Bayar Thimmapaya, Janardan K. Reddy

## Abstract

Mediator, an evolutionarily conserved multi-protein complex consisting of about 30 subunits, is a key component of the polymerase II mediated gene transcription. Germline deletion of the Mediator subunit 1 (Med1) of the Mediator in mice results in mid-gestational embryonic lethality with developmental impairment of multiple organs including heart. Here we show that cardiomyocyte-specific deletion of Med1 in mice (csMed1^-/-^) during late gestational and early postnatal development by intercrossing Med1^fl/fl^ mice to α-MyHC-Cre transgenic mice results in lethality within 10 days after weaning due to dilated cardiomyopathy-related ventricular dilation and heart failure. The csMed1^-/-^ mouse heart manifests mitochondrial damage, increased apoptosis and interstitial fibrosis. Global gene expression analysis revealed that loss of Med1 in heart down-regulates more than 200 genes including *Acadm*, *Cacna1s*, *Atp2a2*, *Ryr2*, *Pde1c*, *Pln*, *PGC1α*, and *PGC1β* that are critical for calcium signaling, cardiac muscle contraction, arrhythmogenic right ventricular cardiomyopathy, dilated cardiomyopathy and peroxisome proliferator-activated receptor regulated energy metabolism. Many genes essential for oxidative phosphorylation and proper mitochondrial function such as genes coding for the succinate dehydrogenase subunits of the mitochondrial complex II are also down-regulated in csMed1^-/-^ heart contributing to myocardial injury. Data also showed up-regulation of about 180 genes including *Tgfb2*, *Ace*, *Atf3*, *Ctgf*, *Angpt14*, *Col9a2*, *Wisp2*, *Nppa*, *Nppb*, *and Actn1* that are linked to cardiac muscle contraction, cardiac hypertrophy, cardiac fibrosis and myocardial injury. Furthermore, we demonstrate that cardiac specific deletion of Med1 in adult mice using tamoxifen-inducible Cre approach (TmcsMed1^-/-^), results in rapid development of cardiomyopathy and death within 4 weeks. We found that the key findings of the csMed1^-/-^ studies described above are highly reproducible in TmcsMed1^-/-^ mouse heart. Collectively, these observations suggest that Med1 plays a critical role in the maintenance of heart function impacting on multiple metabolic, compensatory and reparative pathways with a likely therapeutic potential in the management of heart failure.

## Introduction

Mediator, an evolutionarily conserved multi-protein complex consisting of about 30 subunits, is a major component of eukaryotic transcription machinery [1,2]. Mediator serves as a transcriptional nexus by integrating diverse signaling pathways through its interactions with sequence specific transcription factors, transcriptional coactivators, proteins that induce epigenetic alterations and RNA polymerase II [1,3,4]. Emerging knowledge indicates that different subunits of the Mediator have the potential to influence tissue specific gene expression programs and deletion of these subunits individually or mutations in one or more of these subunits can induce different disease conditions including cardiovascular diseases [5–9].

Med1, a major subunit of the Mediator, plays a central role in nuclear receptor mediated gene expression including peroxisome proliferator-activated receptor (PPAR)α-induced activation of an array of genes related to energy homeostasis in liver and ligand bound thyroid hormone receptor induced regulation of a large number of genes involved in protein, fat and carbohydrate metabolism [9–12]. Earlier, we and others have shown that germline deletion of Med1 is embryonically lethal with death occurring at embryonic day 11.5 (E11.5) [13–15]. The major cause of death of Med1 null mouse embryos at E11.5 was likely to be due to severe cardiac failure because of non-compaction of the ventricular myocardium and the resultant ventricular dilatation [16]. These poorly developed hearts showed large pericardial effusion associated with a dilated blood filled ventricle. These observations suggested that impaired signaling at the endocardial-myocardial junction may account for the loss of myocytes contributing to ventricular hypoplasia [16]. Because the above studies were carried out using a mouse model in which Med1 was deleted at the global level, it was not possible to delineate the role(s) played by Med1 in cardiac specific functions.

While the Mediator complex is expected to play indispensable role in cardiac specific gene expression, no mutations in the Mediator complex subunits were reported in human hearts that are relevant to cardiac diseases. A large number of inherited mutations were shown to contribute to different forms of cardiomyopathy including dilated cardiomyopathy (DCM), arrhythmogenic right ventricular cardiomyopathy (ARVC), restrictive and hypertrophic cardiomyopathy [17]. However, these mutations do not map to any of the known members of the Mediator subunits. It is likely that any cardiac specific mutations in the Mediator subunits that are critical for its function in humans would be deleterious. Therefore to begin to understand the role of Med1 in myocardial function, we have now first generated Cre-loxP-mediated cardiomyocyte-specific deletion of Med1 in mice (csMed1^-/-^) by intercrossing Med1^fl/fl^ mice to α-MyHC-Cre transgenic mice that express Cre under the control of the α-myosin heavy chain (α-MyHC) gene promoter [18]. The csMed1^-/-^ mice die within 10 days after weaning due to dilated cardiomyopathy (DCM)-related ventricular dilatation and heart failure. Gene expression analysis indicated that loss of Med1 decreased expression of most of the genes involved in calcium signaling, cardiac muscle contraction and mitochondrial metabolic functions. The gene expression profile also showed a concurrent increase in the expression of genes involved in reparative cardiac function, including myocardial fibrosis. Our results suggest that the effects of abrogation of Med1 expression in heart may be biphasic in that reduction of genes critical for normal heart functions results in myocardial damage and heart failure and consequently genes related to metabolic pathways leading to cardiac injury, and cardiac fibrosis are elevated. Furthermore, to examine the role of Med1 in the adult mouse heart, we generated Tamoxifen inducible Cre mouse (TmcsMed1^-/-^). Using this mouse, we demonstrate that the key findings of the csMed1^-/-^ mouse studies described above are highly reproducible in TmcsMed1^-/-^ mouse heart. Overall, our studies for the first time provide evidence for a critical role for Med1 in heart function impacting on multiple pathways related to cardiac contraction, oxidative phosphorylation and energy metabolism.

## Experimental Procedures

### Generation of mice with cardiomyocyte-specific disruption of Med1 and ethics statement

A detailed description of the generation of the lox targeted Med1 allele has been published [19]. Med1^fl/fl^ mice were crossed with cardiac α-MyHC-Cre transgenic mice [18] to generate mice with cardiomyocyte-specific Med1 gene disruption (csMed1^-/-^) beginning during late embryonic period. PCR genotyping of mice was performed using the primers 5′-TCCATCTGACCTGCTGGATGATAA-3′ and 5′-GGGTGTGACCCCATAATT-3′ flanking *loxP* site 2 in the floxed Med1 allele [19]. 

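Both genotyping primers match the reference transcript of Med1 (GENCODE M21 annotation of GRCm38) without a mismatch. The first primer, 24 nt long, lies in exon 10, and the second, 18 nt long, lies in exon 11. The paper places loxP site 2 of the floxed allele between them.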

*Cre*-specific primers used included: 5′-AGGTGTAGAGAAGGCACTCAGC-3′ and 5′-CTAATCGCCATCTTCCAGCAGG-3′. To generate mice with tamoxifen-inducible heart specific Med1 deletion (TmcsMed1^-/-^), Med1^fl/fl^ mice were crossed with Myh6-MCM (tamoxifen-inducible heart specific Cre) transgenic mice purchased from the Jackson Laboratory [12,20]. Seven-week old TmcsMed1^-/-^ mice and the wild-type littermates were then administered tamoxifen intraperitoneally at a daily dose of 65 mg/kg body weight for 5 days and then killed at selected intervals after initiation of tamoxifen treatment. For each experiment 3 to 5 mice for control and csMed1^-/-^ were used. To obtain survival curve 41 csMed1^-/-^ and 41 csMed1^fl/fl^ mice were used. Thirteen TmcsMed1^-/-^mice and the same number of littermates were used for the survival curve experiments using tamoxifen inducible model. The specific criteria for animal euthanasia included absence of food or water intake, slow or no mobility, weak or absence of heart beat, absence of palpitation of the chest as well as absence of respiratory movement. Mice were euthanized by intraperitoneal pentobarbital injection at the dose of 150mg/kg body weight to minimize suffering. Animals received food and water ad libitum and lighting was maintained on a 12-h light-dark cycle. All experimental procedures were performed in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee Northwestern University (protocol number 2013–3198).

### Echocardiography

Echocardiography was performed using a VisualSonics Vevo 770 high-resolution noninvasive transthoracic imaging system with a 30 MHz scanhead to monitor cardiac function [12]. Parasternal short- and long-axis views were used to obtain 2D and M-mode images. Long axis views facilitated examination of the septum, posterior wall and left ventricular outflow tract. Short axis views at the chordal level provided information on symmetry of wall thickness and contraction. At least 8 independent cardiac cycles per experiment were recorded.

### Histological analysis

Hearts from csMed1^-/-^ and Med1^fl/fl^ and also from TmcsMed1^-/-^ and the corresponding control mice were fixed in 4% paraformaldehyde overnight and processed for embedding in paraffin. Sections, 4-μm thick, were de-paraffinized and stained with hematoxylin and eosin (H&E). Immunohistochemical localization of Med1 was carried out using anti-MED1 antibody (catalog number sc-5334, Santa Cruz Biotechnology) as described previously [19]. Masson’s trichrome staining was used for the detection of cardiac fibrosis. Heart samples were also snap-frozen and sections ~ 5-μm thick were stained with Oil red O for the visualization of neutral lipid. To detect apoptosis, paraffin sections from Med1^fl/fl^ control, csMed1^-/-^ and TmcsMed1^-/-^ hearts, were processed for Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL), using an in situ detection kit according to the manufacturer’s instructions (Roche Diagnostics). Histological analysis and image processing were carried out using a Leica DMRE microscope equipped with Spot digital image analysis software and camera.

### Electron microscopy

For transmission electron microscopy, heart tissue collected from the left ventricle was fixed overnight with 3% glutaraldehyde in sodium cacodylate buffer at 4°C. After washing in cacodylate buffer for 1 h, the tissue was post-fixed in 1% osmium tetroxide in cacodylate buffer (pH 7.4) for 2 h at 4°C, and embedded in Epon [19]. Semi- and ultra-thin sections were cut with a Leica UC6 ultramicrotome, and examined with a FEI Tecnai Spirit transmission electron microscope.

### Library construction and RNA-sequencing

Library construction and sequencing were performed at the Genomics Core Facility at the University of Chicago. RNA quality and quantity were first determined with the Agilent Bioanalyzer 2100, accepting RNA integrity numbers (RIN) of >7 and quantities of 100 nanograms or more per sample. Samples were enriched for mRNA using oligo-dT columns. Directional 50 bp single-end mRNA libraries were prepared using Illumina TruSeq mRNA Sample Preparation Kits per manufacturer’s instructions (Illumina, San Diego, CA). Briefly, polyadenylated mRNAs were captured from total RNA using oligo-dT selection and converted to cDNA by reverse transcription. Each sample was ligated to Illumina sequencing adapters containing unique barcode sequences. Bar-coded samples were then amplified by PCR and the resulting cDNA libraries were quantified using qPCR. Finally, equimolar concentrations of each cDNA library were pooled and sequenced on the Illumina HiSeq2500.

### Transcriptome analysis

The quality of DNA reads in fastq format was evaluated using FastQC and the data were processed essentially as described [21]. Briefly, the reads were aligned to the *Mus musculus* genome (mm10) using TopHat (v2.0.8b). Subsequently, the aligned reads, in conjunction with a gene annotation file for mm10 obtained from the University of California, Santa Cruz (http://genome.ucsc.edu), were used to determine the expression of known genes using Cufflinks (v2.1.1). Differential expression was determined by cuffdiff using the procedure with an FDR cutoff value of 0.05 [21]. The results of the differential expression analysis were processed with cummeRbund. The differentially expressed genes were separated into those that were upregulated and those that were downregulated. A pathway analysis was performed on both gene lists using GeneCoDis [22–24] which identify pathways that are enriched with genes that are up-, and down-regulated.

### Quantitative real-time PCR

Total RNA was extracted from the csMed1^-/-^ and TmcMed1^-/-^ and the corresponding control mice TRIzol^®^ reagent (Lifetechnology, Carlsbad, CA). RNA was then purified using Qiagen RNeasy columns. cDNA was prepared with 2 μg of total RNA using SuperScript^™^ III First-Strand Synthesis System for RT–PCR (Invitrogen). Quantitative expression of specific genes was ascertained using SYBR Green (Life Technologies) in triplicates and normalized with 18S ribosomal RNA. Each PCR reaction contained of 1 μl (100 ρmol) of forward and reverse primers and 10 μl of 2×SYBR Green PCR Master Mix to make a final volume of 20 μl and the reaction was performed by using an ABI 7300 (Applied Biosystems). The relative gene expression changes were measured using the comparative *C*_*T*_ method, *X* = 2^−ΔΔ^*C*_*T*_.

### Mitochondrial DNA content

Mitochondrial DNA copy number was estimated as described [25]. Briefly, total DNA from heart tissue was isolated, then the quantity of the stable nuclear-encoded 18S ribosomal RNA (rRNA) and the mitochondrial encoded gene cytochrome c oxidase subunit 1 (CO1) were estimated by qPCR. Mitochondrial DNA copy number was expressed as the ratio of CO1 to 18S rRNA expression.

### Western blot analysis

Total proteins were extracted from the heart tissues of csMed1^-/-^ and TmcsMed1^-/-^ and the corresponding littermates and subjected to 4–20% SDS-PAGE and transferred to a nitrocellulose membrane (Invitrogen). Immunoblotting was performed using selected antibodies as described [19]. GAPDH was used as loading control. The protein bands were developed with an enhanced chemiluminescence substrate. Quantification of blots was performed using ImageJ software (NIH). Western blot analysis of Med1 was performed using crude nuclear extracts. Nuclei were prepared from the relevant heart tissues exactly as described [26]. Eight hearts were pooled from each group for nuclear isolation.

### Heart weight

Hearts from 25- to 27-day old csMed1^-/-^ and littermate controls were excised from anesthetized mice, transferred to ice-cold phosphate buffered saline and perfused essentially as described [27]. At the end of perfusion, the hearts were frozen in liquid nitrogen and stored at –80°C. Frozen heart was ground into powder and weighed (wet weight). The heart was then dried overnight and weighed to determine the dry weight.

### Statistical analysis

Student's *t* test was used to determine whether the sample was significantly different from the control. Differences were considered statistically significant at *P*<0.05, while *P*<0.01 represented more significant change.

## Results

### Generation of cardiomyocyte-specific Med1 heart knockout mice

Earlier studies showed that the globally targeted ablation of Med1/PBP/TRAP220 gene in mice results in embryonic lethality around gestational day 11.5 (E11.5) due to significant defects in the heart, eye, erythrocytes, megakaryocytes and vasculature [13–16]. To generate cardiomyocyte-specific Med1 gene disrupted mice (csMed1^-/-^), mice with a loxP flanked allele targeting exons 8–10 of Med1 (Med1^fl/fl^) [19] were crossed with α-MyHC-Cre transgenic mice that express Cre-recombinase in cardiomyocytes under the control of the α-myosin heavy chain (α-MyHC) gene promoter [18]. 

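In the GENCODE M21 annotation of GRCm38, Med1 lies on the minus strand of chromosome 11 from 98152154 to 98193293. Its reference transcript has 17 exons and 8024 bases. Exon 8 (98171696 to 98171770) has 75 bases, exon 9 (98170948 to 98171021) has 74 bases and exon 10 (98169363 to 98169452) has 90 bases. The 3 floxed exons together hold 239 bases, which leaves a remainder of 2 after division by 3, and they span 98169363 to 98171770. Exon 17, the last, has 6315 of the transcript's bases and lies outside the floxed region.

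**Figure D1:**
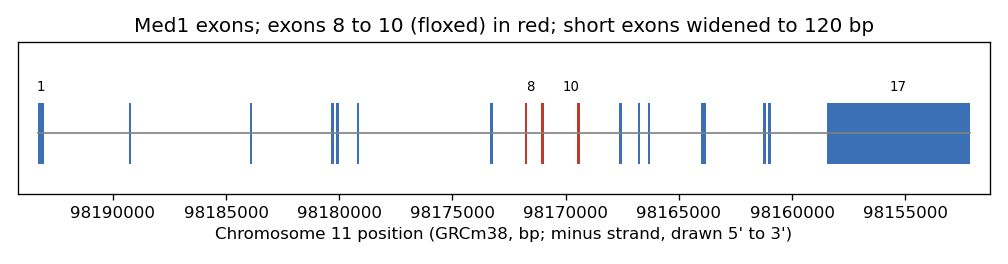
Exons of the Med1 reference transcript drawn to scale along chromosome 11 (GRCm38 position in bp), 5′ end at the left, with the shortest exons widened so that they can be seen. Exons 8 to 10, which the floxed allele targets, are red, span 98169363 to 98171770, and the other exons are blue.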

Disruption of the Med1 gene in cardiomyocytes was confirmed by PCR genotyping and by q-PCR analysis of RNA from mouse heart (Fig 1A). Med1 mRNA level was significantly decreased in csMed1^-/-^ mouse heart but not in liver and skeletal muscle (Fig 1A). Immunohistochemical localization of Med1 revealed prominent cardiomyocyte nuclear staining in the myocardium of Med1^fl/fl^ mice but not in the myocardium of csMed1^-/-^ littermates after weaning (Fig 1B and 1C). To more accurately determine the levels of Med1 in Med1 KO hearts, we have quantified the Med1 levels in TmcsMed1^-/-^ hearts using Western immunoblots (see below).

**Fig 1:**
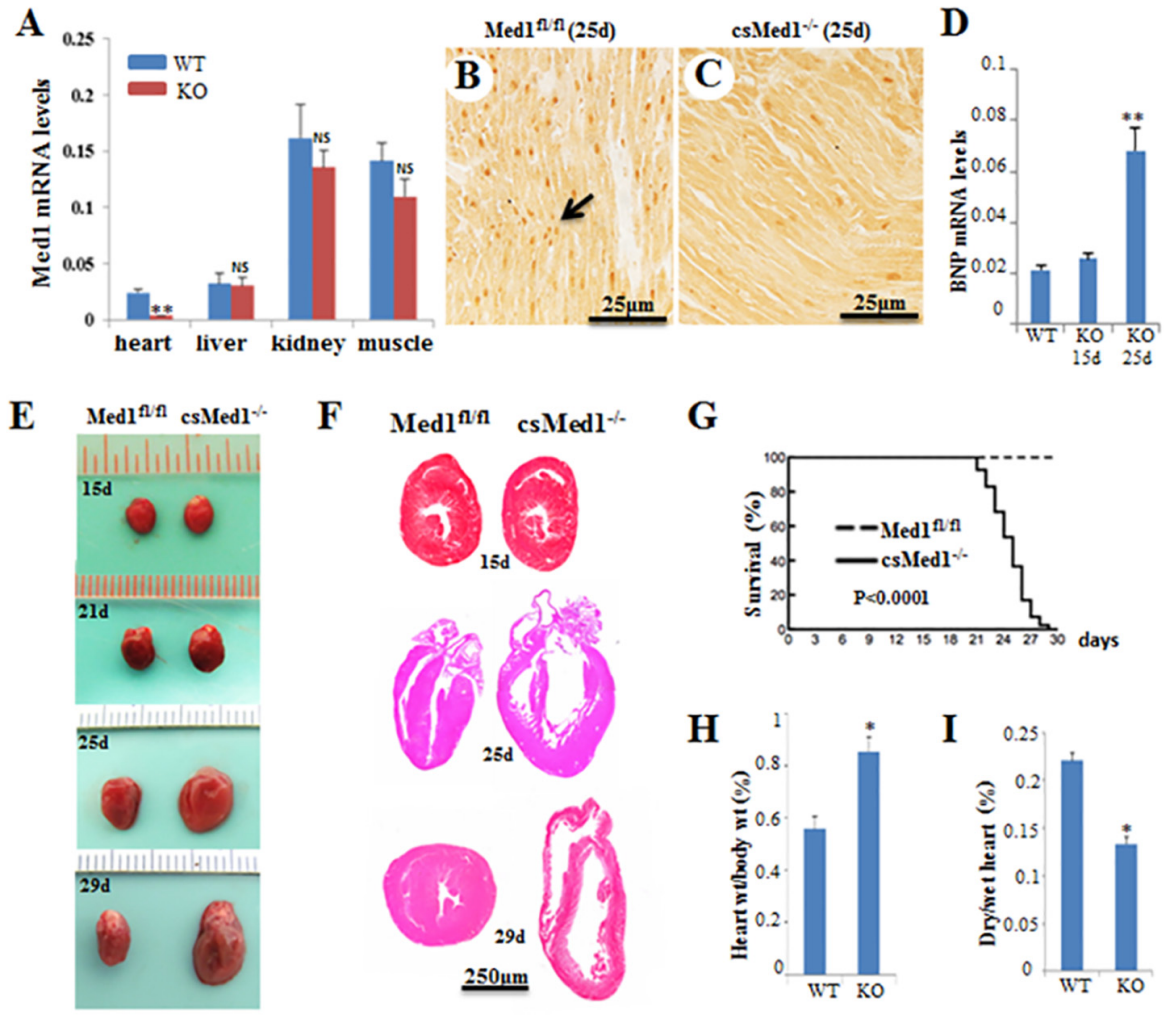
Cardiac-specific deletion of Med1 causes dilated cardiomyopathy. (A) Relative Med1 mRNA expression in Med1^fl/fl^ (WT) and csMed1^-/-^ mouse (KO) heart, liver, kidney and skeletal muscle. (B & C) Immunohistochemical localization of Med1 in 25-day old Med1 ^fl/fl^ (B, arrow), and csMed1^-/-^ (C) heart. (D) *Nppb* (BNP) mRNA level in 15-day old KO mouse heart is not increased as compared to 25-day old KO mouse. (E) Representative photographs of intact 15- day to-29 day-old csMed1^-/-^ mice and their corresponding Med1^fl/fl^ littermate. In 29-day old csMed1^-/-^ mice the heart was flaccid and flabby. (F) Heart sections of 15- day (upper pair), 25-day (middle pair) and 29- day old (lower pair) Med1 KO heart stained with H&E reveal thinning of ventricular walls and dilation of chambers. (G) Survival curve. 41 mice for each group of Med1^fl/fl^ and csMed1^-/-^ were used for the generation of survival curve. (H) Heart weight / body weight ratio. I, dry heart/wet heart ratio. Results, as indicated, are expressed as the mean ±SD. *p<0.05, **p<0.01, NS: non-significant.

### Cardiomyocyte-specific disruption of Med1 causes dilated cardiomyopathy

csMed1^-/-^ mice were viable at birth with no gross morphological abnormalities. At two weeks after birth, there was no significant change in the heart size of the csMed1^-/-^ mice as compared to that of control mice (floxed littermates) (Fig 1E and 1F). We also tested the mRNA levels of heart failure indicators atrial natriuretic peptide (ANP/Nppa) and brain natriuretic peptide (BNP/Nppb). Both ANP and BNP levels increase in heart failure as ventricular cells are recruited to secrete both these peptides in response to left ventricular dysfunction [28]. As shown in Fig 1D, there was only a marginal increase in mRNA levels of these peptides in 15-day old csMed1^-/-^ mouse heart, which were not statistically significant. After, weaning the ANP and BNP levels were significantly increased in csMed1^-/-^ mouse heart. It is important to note that the cardiac myosin heavy chain gene expression undergoes a rapid transition from β- to α-myosin heavy chain during early rodent development and becomes exclusively expressed by postnatal day 21 [23]. Accordingly, the α-MyHC-Cre expression late in the embryonic development and maximally during the early postnatal period contributes to Med1 deletion resulting death of csMed1^-/-^ mice within ten days post weaning [23]. Thus, we believe that at birth csMed1^-/-^ possessed hearts with normal or near normal function. In contrast, in 22 to 29 day old csMed1^-/-^ mice, the size of the heart increased considerably when compared to littermate controls and the Med1 deficient hearts were increasingly flaccid (Fig 1E). Nearly 100% of csMed1^-/-^ mice died within 10 days after weaning due to dilated cardiomyopathy-related atrial and ventricular dilatation and heart failure (Fig 1E, 1F and 1G). Heart weight / body weight ratio increased in csMed1^-/-^ mice but dry heart weight was significantly decreased in these csMed1^-/-^ mice (Fig 1H and 1I), suggesting the edematous nature of csMed1^-/-^ mouse heart. In csMed1^-/-^ mice lung weight/body weight ratio was increased most likely due to pulmonary edema resulting from heart failure (data not shown). Histological examination of csMed1^-/-^ mouse hearts revealed dilatation of the right and left ventricular chambers with thinning of the walls and myocardial cells (Figs 1F and 2A). Masson trichrome staining showed evidence of interstitial myocardial fibrosis with increased collagen mRNA content in csMed1^-/-^ mouse hearts (Fig 2A). Evaluation of formalin fixed paraffin-embedded heart sections by TUNEL staining showed evidence of enhanced apoptosis in csMed1^-/-^ mouse hearts compared with that noted in normal hearts (Fig 2A and 2B). In the csMed1^-/-^ mouse heart the percentage of apoptotic cardiomyocytes increased significantly (Fig 2B). In csMed1^-/-^ mouse hearts the mitochondrial DNA content was decreased indicative of reduction in mitochondrial population (Fig 2C). Electron microscopic analysis of 23 to 29 day old csMed1^-/-^ mouse hearts demonstrated the presence of lipid vacuoles of differing sizes in cardiomyocytes and evidence of varying mitochondrial abnormalities (Fig 2E and 2F). Some mitochondria contained lipid droplets and membranous swirls (*red arrows*). Irregularities in Z band pattern were also noted (*black arrow*).

**Fig 2:**
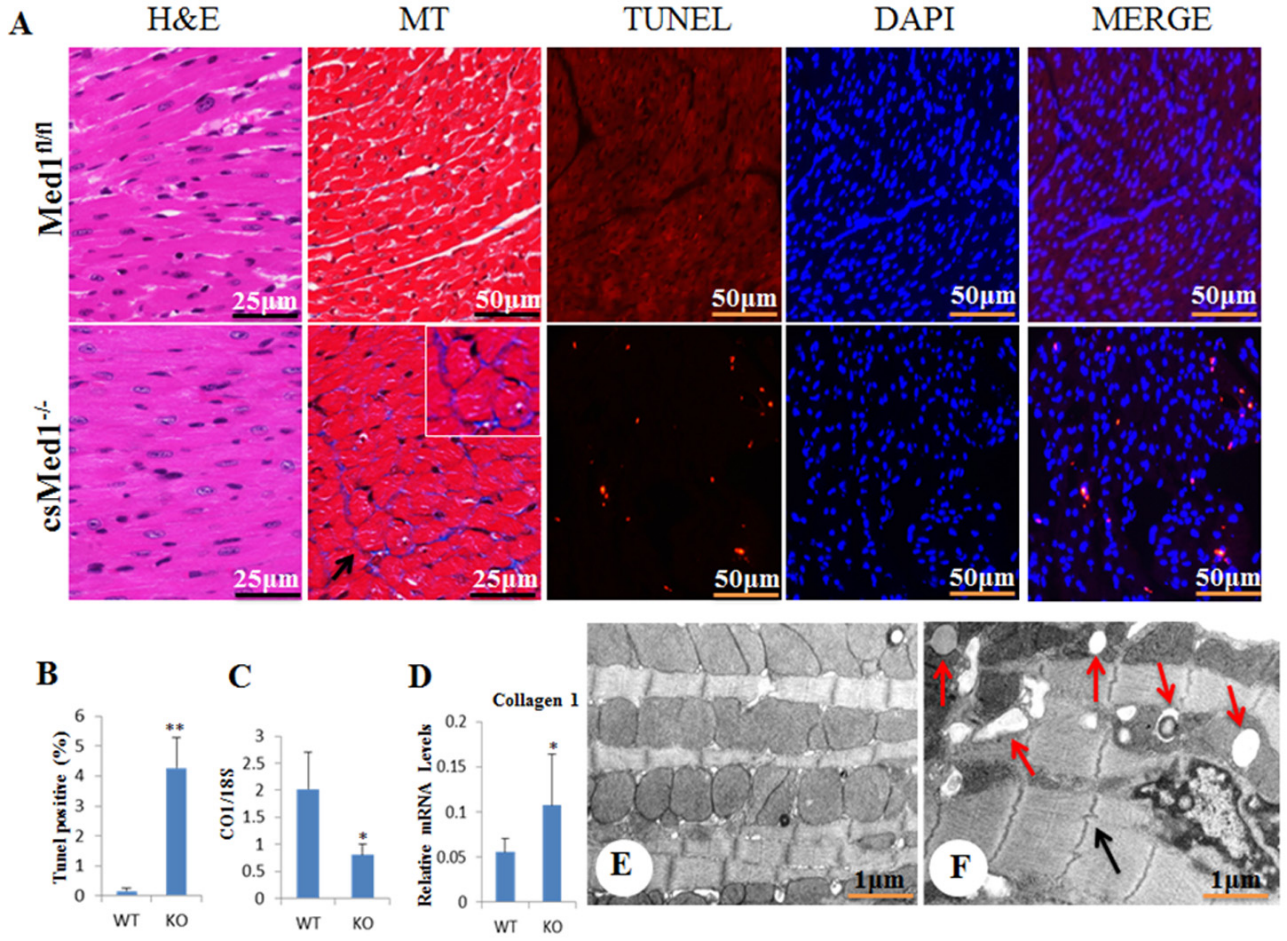
Cardiac fibrosis, increased cardiomyocyte apoptosis and mitochondrial damage in csMed1^-/-^ mouse heart. (A) Morphological changes in csMed1^-/-^ mouse heart as assessed by H&E, Masson’s trichrome (MT), TUNEL and DAPI staining. MERGE indicates DAPI and TUNEL overlap. (B) TUNEL positive cells in myocardium and (C) mitochondrial DNA content were determined by measuring the levels of the mitochondrial encoded gene cytochrome oxidase 1 (CO1) and the nuclear encoded 18S gene in Med1^fl/fl^ and csMed1^-/-^mouse heart. (D) qPCR data represent collagen mRNA transcript in Med1^fl/fl^ and csMed1^-/-^mouse heart. (E&F) Represent respectively the electron micrographs of 29-day old Med1^fl/f^ and csMed1^-/-^ mouse hearts. *Red arrows* in F indicate lipid droplets and electron dense degenerative bodies and *black arrow* points to irregularities in Z band pattern. Results are expressed as the mean ±SD. *p<0.05, **p<0.01.

### Echocardiographic observations

The effects of Med1 deletion on cardiac function were evaluated by obtaining the 2D and M-mode echocardiographic images (Fig 3A and 3B). Echocardiographic analysis of 23 to 29-day old csMed1^-/-^ mice revealed increased left ventricular end-diastolic internal dimension (LVID-d), decreased fractional shortening and also decreased ejection fraction (Fig 3A, 3B, 3C, 3D and 3E). At day 29, the contractility of csMed1^-/-^ mouse heart was diminished with a fractional shortening of 9.47% vs 41.08% for littermate controls (P<0.001). Likewise, the ejection fraction in 29 day old csMed1^-/-^mouse was 20.70% vs 74.27% for floxed littermate controls. These values suggest poor contractility of Med1 null hearts and support the conclusion that Med1 deficient mice die of heart failure. Accordingly, the mRNA levels of heart failure indicators ANP and BNP were significantly elevated in csMed1^-/-^mouse heart (Figs 1D and 3F). Both ANP and BNP levels increase in heart failure as ventricular cells are recruited to secrete both these peptides in response to left ventricular dysfunction [28].

**Fig 3:**
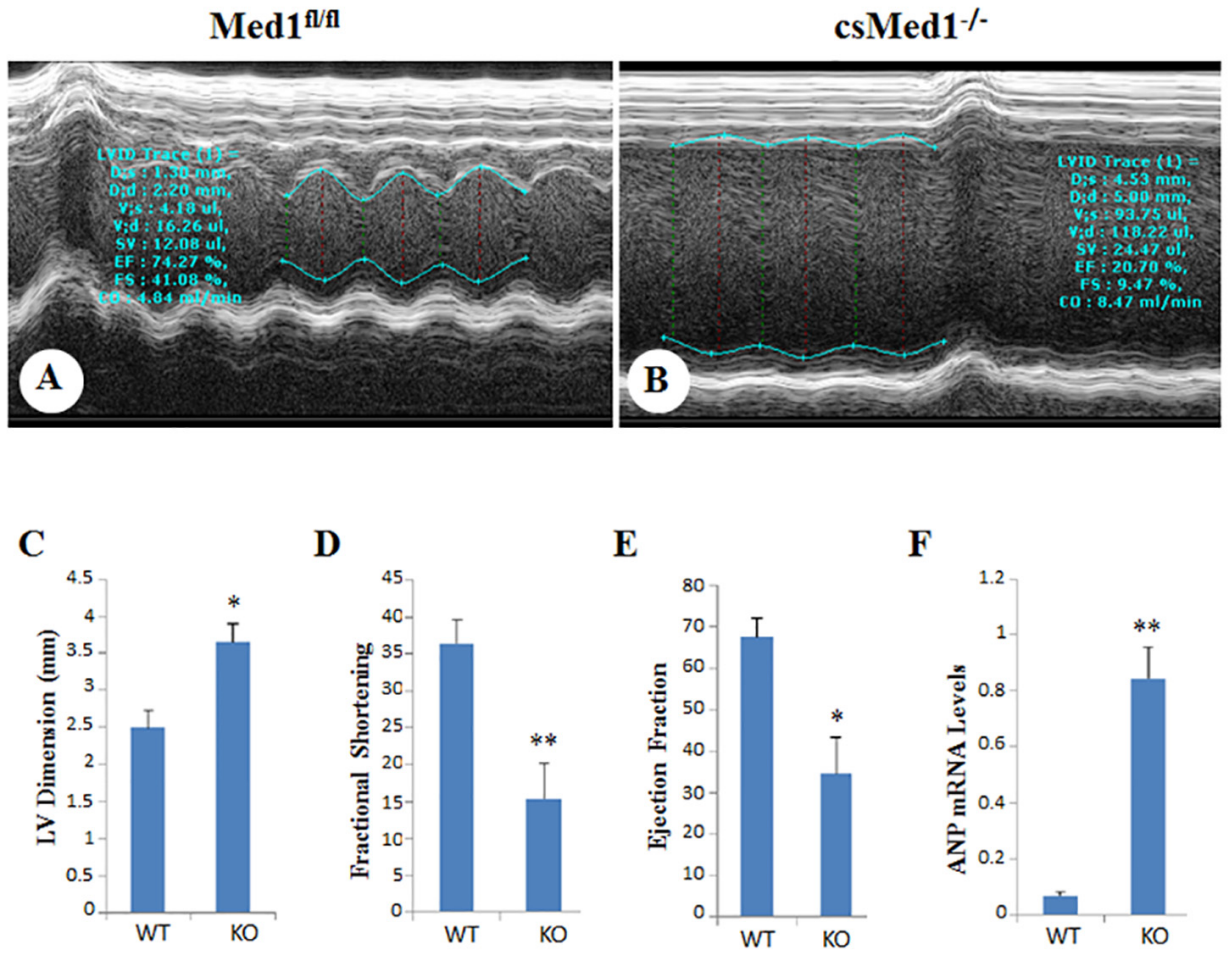
Echocardiography. (A&B) Representative profiles of M-mode echocardiographic analyses of 29-day old Med1^fl/fl^ (A) and csMed1^-/-^ (B) mice. (C, D, & E) Depict left ventricular dimension, fractional shortening and ejection fraction respectively. (F) Relative mRNA levels of ANP (*Nppa*) in Med1^fl/fl^ and csMed1^-/-^ mouse hearts. Results are expressed as the mean ±SD. *p<0.05, **p<0.01.

### Changes in gene expression related to cardiac-specific abnormalities

Because we observed the above described structural and functional abnormalities in the heart of csMed1^-/-^ mice, we considered it important to examine the genes that may be relevant to these abnormalities. First, we carried out expression profile analysis of Med1^-/-^ heart tissue using the RNA-seq approach to obtain a global view of changes in gene expression. Heart RNA samples from 5 controls and 5 csMed1^-/-^ 23 day old mice were pooled and subjected to RNA-seq protocol as described [21]. 

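The RNA of 5 Med1 fl/fl hearts (control) and of 5 csMed1-/- hearts was pooled within each genotype, so each genotype is represented by 1 library and there are no replicates. Polyadenylated RNA was made into directional libraries and read as 50 nt single-end reads. The authors aligned the reads to the mouse genome (mm10, the assembly also named GRCm38) with TopHat v2.0.8b, computed the expression of annotated genes with Cufflinks v2.1.1 and compared the genotypes with cuffdiff at an FDR cutoff of 0.05. The deposited values are FPKM, fragment counts scaled to transcript length and to the number of mapped fragments, for 23424 rows in each library. These rows carry 22882 gene symbols, and the values of the 412 symbols that stand on several rows were summed. The FPKM summed to 780366 in the control library and to 716365 in the csMed1-/- library. A value of 0 was found in 6524 control rows and 6322 csMed1-/- rows, and 9965 control genes and 9742 csMed1-/- genes reached 1 FPKM. The 100 highest genes held 44.9% of the summed FPKM in control and 39.1% in csMed1-/- heart.
The number of reads per library is not in the files analysed here, so the absolute depth behind each value is unknown. The relative depth could be read from low values. Among the 2461 rows at or below 0.15 FPKM in both libraries, the csMed1-/- to control ratio piled up at 0.722, the ratio of 1 read in each library, where 85 rows lay against 10 in windows of the same width beside it. The steps for 1 csMed1-/- read against 2 control reads, at a ratio of 0.361 with 39 rows, and for 2 against 1, at 1.44 with 62 rows, were also plain. By these steps the csMed1-/- library was 1.38 times as deep as the control library, if the values were scaled to mapped fragments alone. Which library scaling cuffdiff used is not stated.
Expression changes were computed as the plain ratio of csMed1-/- to control FPKM, as in Tables 1 and 2, for genes above 0 in both libraries and at 1 FPKM or more in either of them, with the threshold of 2-fold that the paper states. With 1 library per genotype no gene has a replicate check, and the variation between pools cannot be estimated. Med1 itself (chromosome 11, 98152154 to 98193293, minus strand) had 3.38 FPKM in control and 0.412 FPKM in csMed1-/- heart, a ratio of 0.122 (no replicates). Adding a pseudocount of 1 to both values, which lowers the change of genes with low values, moved its log2 ratio from -3.04 to -1.64. For groups of genes, the median log2 ratio was compared with that of 100000 random sets of the same size, drawn from genes in the same of 10 abundance bins (2-sided permutation test, Benjamini-Hochberg adjustment over 6 gene sets). These tests run across genes of the same libraries, and genes are not independent replicates.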

Using this approach we identified a total of 416 genes with greater than 2-fold expression difference between control and Med1 negative heart RNA samples. 

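Of the 10489 genes above 0 FPKM in both pooled libraries and at 1 FPKM or more in either of them, 3309 (31.5%) differed more than 2-fold between csMed1-/- and Med1 fl/fl heart, and 68.5% lay within 2-fold. The median log2 ratio was -0.0709, with quartiles of -0.718 and 0.546. No replicate library exists to show how many of these ratios exceed the variation between pools. S2 and S4 Tables together hold 408 rows in the files analysed here, all with a change of at least 4.47-fold. Of the 384 genes at 10 FPKM or more that changed at least as much, 247 (64.3%) are in these tables. The count moved most with a 4-fold threshold and at least 10 FPKM in either library, a setting chosen after seeing the data, which left 475 of 5426 genes. It rose to 5686 of 15930 genes when every gene above 0 in both libraries was kept.

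**Figure D2:**
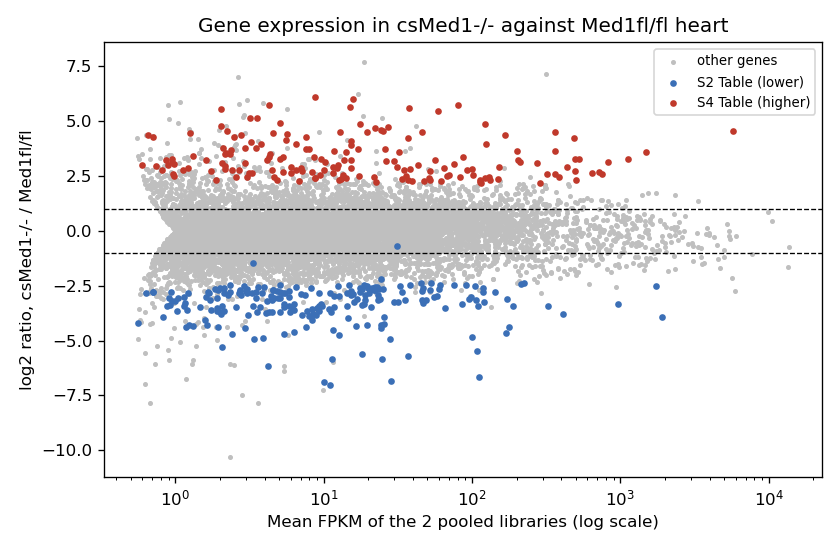
The log2 ratio of csMed1-/- to Med1 fl/fl heart (vertical axis) is plotted against the mean FPKM of the 2 pooled libraries (horizontal axis, log scale) for 10489 genes, with rows of the same symbol summed. Dashed lines mark 2-fold changes, blue points are genes of S2 Table, red points genes of S4 Table and grey points all others, and 3309 points lie beyond the dashed lines.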

Of these, 234 genes showed decreased expression whereas expression of the rest of the genes was elevated.

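Of the 3309 genes that differed more than 2-fold, 1886 were lower and 1423 were higher in the csMed1-/- library (no replicates). Among genes of S2 Table with at least 10 FPKM in control, Lrtm1 showed the largest decrease, from 21.8 to 0.165 FPKM (log2 ratio -7.04). Kcnip2, which encodes a potassium channel interacting protein, fell from 221 to 2.18 FPKM (-6.66). Among genes of S4 Table with at least 10 FPKM in csMed1-/- heart, Col9a2 rose the most, from 0.246 to 17.1 FPKM (log2 ratio 6.12). Under a 4-fold threshold with at least 10 FPKM in either library, chosen after seeing the data and the setting that moved these counts most, 255 genes were lower and 220 higher.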

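Table 1 holds 27 genes and Table 2 holds 23 genes, and for each the FPKM ratio of csMed1-/- to control was set beside the paper's qPCR ratio. The FPKM ratios of the Table 1 genes ran from 0.0478 (Pde1c) to 0.566 (Sdhc), and those of the Table 2 genes from 5.41 (Map3k6) to 69.6 (Col9a2). Across the 27 genes of Table 1, the log2 FPKM ratio and the log2 qPCR ratio had a Pearson's r of 0.807 (permutation p = 3.0e-05, adjusted 3.0e-05) and a Spearman's rho of 0.768 (permutation p = 2.0e-05, adjusted 2.7e-05). Across the 23 genes of Table 2, r was 0.939 (permutation p = 1.0e-05, adjusted 2.0e-05) and rho 0.863 (permutation p = 1.0e-05, adjusted 2.0e-05), where 1.0e-05 is the smallest p that 100000 permutations can give. The p-values were adjusted over these 4 correlations by the Benjamini-Hochberg method. These are correlations across genes, which are not independent replicates, and both tables hold genes chosen for their change. Without the 2 genes farthest from the median qPCR value, r was 0.707 for Table 1 (permutation p = 1.2e-04), and for Table 2 r was 0.899 (permutation p = 1.0e-05). A pseudocount of 1 lowered r most, to 0.614 for Table 1 (permutation p = 7.8e-04), and for Table 2 r fell to 0.641 (permutation p = 0.00103). The paper lists both measurements side by side as 2 readings of the same expression changes.

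**Figure D3:**
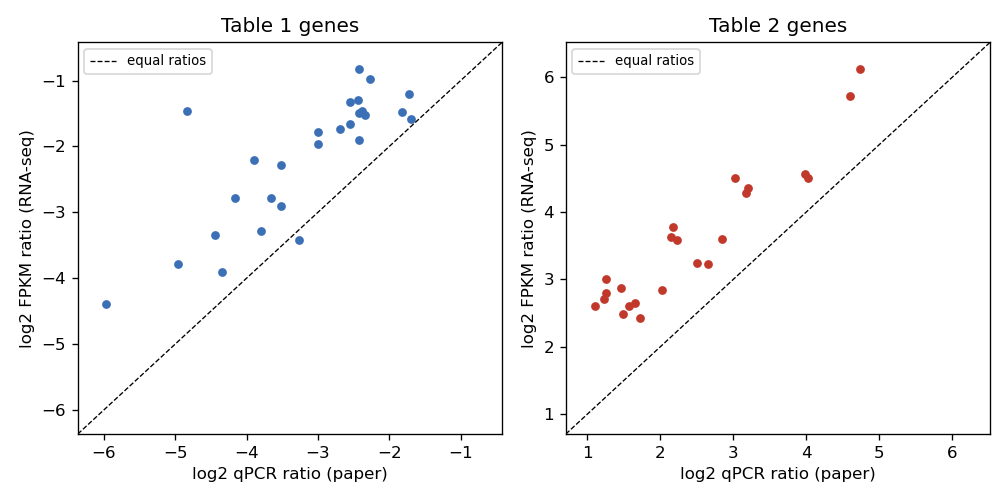
Each point is a gene of Table 1 (left, 27 genes, blue) or Table 2 (right, 23 genes, red). Points above the dashed line of equal ratios, 26 of 27 and 23 of 23, have a log2 FPKM ratio of csMed1-/- to control (vertical axis) above the log2 of the paper's qPCR ratio (horizontal axis).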

Gene expression changes in csMed1^-/-^ hearts as analyzed by qPCR as well as RNA-Seq are listed in Tables 1 and 2. The primers used for the real-time PCR are listed in S1 Table. 

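All 17 genes of Table 3 were lower and all 12 genes of Table 4 were higher in the csMed1-/- library, each by more than 2-fold (no replicates). In Table 3 the log2 ratio ran from -4.93 (Pla2g5, 54.3 to 1.78 FPKM) to -2.49 (Lpl, 129 to 23.0 FPKM), with a median of -3.35. In Table 4 it ran from 2.44 (Map3k6, 6.77 to 36.6 FPKM) to 4.50 (Hspa1b, 1.65 to 37.4 FPKM), with a median of 2.82. Pde1c depended most on the treatment of low values, with a log2 ratio of -4.39 that became -2.00 once a pseudocount of 1 was added, and in Table 4 Itgav went from 2.60 to 1.06. The paper groups these genes by KEGG pathway and reads them as parts of pathways related to heart function.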

The lists of down- and upregulated genes classified according to KEGG pathway and their role in some of the pathways related to heart function are shown in Tables 3 and 4, respectively. The complete list of down regulated genes is provided in S2 Table. 

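S2 Table as analysed here holds 230 genes with their expression values, and all 230 equal the deposited FPKM of a row of the same symbol within 1%. The smallest change in the table was 4.56-fold (Echdc3) and the largest 131.7-fold (Lrtm1), and the median log2 ratio was -3.16. The p-values that the authors' cuffdiff run gave these genes lie between 5e-05 and 0.0496. The higher of a gene's 2 values ranged down to 0.432 FPKM, with a median of 14.7 FPKM. Once rows sharing a symbol were summed, 229 of the 230 genes remained lower by more than 2-fold. The exception was Ivns1abp, the gene of S2 Table that summing moved most, with a log2 ratio of -0.694 when its 2 rows were summed and -3.09 for its highest row alone.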

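Of the genes in S2 Table, 97 are named under the 71 gene ontology terms of S3 Table. Their log2 ratios ran from -6.91 (Mylk4, 19.9 to 0.165 FPKM) to -1.47 (Ppargc1b, whose rows were summed), with a median of -3.11 (no replicates). Of the alternatives tried, a pseudocount of 1 changed Mylk4 most, to a log2 ratio of -4.16.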

S3 Table lists the classification of down-regulated genes based on biological process, molecular function and cell component. 

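The 178 genes of S4 Table all had deposited FPKM values equal to those in the table within 1%. Their changes ran from 4.47-fold (Tubb2a) to 69.6-fold (Col9a2), with a median log2 ratio of 3.09, and the p-values from the authors' cuffdiff run from 5e-05 to 0.04955. S5 Table names 79 of these genes under 57 gene ontology terms, with log2 ratios from 2.21 (Col5a2) to 5.72 (Wisp2). The median over the 79 genes was 3.15 (no replicates). For Cyp1b1, a gene of S4 Table with low values, the alternative with the largest effect was a pseudocount of 1, which took its log2 ratio from 4.37 to 1.08.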

S4 Table shows the list of upregulated genes, and classification of upregulated genes based on biological process, molecular function and cell component is shown in S5 Table. The entire list of genes analyzed by RNA-seq that show significant difference in expression levels has been deposited in Gene Expression Omnibus (GEO accession number is GSE65873). As expected, RNA-seq analysis validated reduced expression of most of the down-regulated genes (Table 1). 

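All 27 genes of Table 1 had lower FPKM in csMed1-/- than in control heart, and 25 of them by more than 2-fold. The 2 others were Cox5b, at 2708 FPKM in control and 1369 in csMed1-/- heart (ratio 0.506), and Sdhc, at 1024 and 580 FPKM (ratio 0.566). The median ratio over the 27 genes was 0.291. For 4 genes, Cox6a, Cox5b, Sdhc and Cat, the paper marks the RNA-seq result as not significant and gives no ratio. Their ratios here lay between 0.408 and 0.566, and none of the other 23 was above 0.398. Only 10 of the 27 genes are in S2 Table. No replicate library was available to set these differences against the variation between pools. Among the genes of Table 1 reported singly, Pde1c moved most, from a log2 ratio of -4.39 to -2.00 with a pseudocount of 1, which left all 27 genes lower. From the lower RNA-seq values, the paper concludes that the expression of most of the down-regulated genes was reduced by this method too.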

These genes are involved in calcium signaling, cardiac muscle contraction, cardiac hypertrophy and fibrosis.

**Table 1:** Gene expression changes in csMed1^-/-^ relative to Med1^fl/fl^ mouse heart.

Function	Gene	csMed1^-/-^ /Med1^fl/fl^		csMed1^-/-^ /Med1^fl/fl^
		QPCR	*p* value	RNA-Seq
Energy metabolism				
	*Ppara*	0.087	*	0.131
	*Ppargc1a*	0.067	**	0.215
	*Ppargc1b*	0.035	**	0.091
	*L-PBE*	0.191	*	0.364
	*Acadm*	0.056	**	0.135
	*UCP3*	0.284	*	0.359
	*Abcc9*	0.104	*	0.086
	*Aqp7*	0.079	*	0.137
Glucose metabolism				
	*GK*	0.186	*	0.295
	*HK2*	0.171	**	0.317
	*Glut4*	0.087	*	0.206
Calcium signaling pathway/				
Cardiac muscle contraction				
	*Ryr2*	0.072	*	0.086
	*ATP2a2*	0.049	**	0.066
	*ATP1a2*	0.046	**	0.097
	*Pln*	0.032	**	0.065
	*Ped1c*	0.016	**	0.036
Transcription factor/coactivator				
	*Tfam*	0.125	*	0.256
OXPHOS				
	*Ndufs7*	0.309	*	0.335
	*Cox6a*	0.303	*	NS
	*Cox5b*	0.208	*	NS
	*Sdhb*	0.197	**	0.349
	*Sdhc*	0.187	*	NS
	*Cox10*	0.187	*	0.354
	*Sdhd*	0.155	*	0.301
	*Sdha*	0.125	*	0.291
ROS detoxification				
	*Cat*	0.184	*	NS
	*Sod2*	0.171	**	0.398

*P<0.05

**P<0.01

NS: not significant

**Table 2:** Up-regulated genes in csMed1^-/-^ relative to Med1^fl/fl^ mouse heart.

Function	Gene	csMed1^-/-^ /Med1^fl/fl^		csMed1^-/-^ /Med1^fl/fl^
		QPCR	*p* value	RNA-Seq
Hypertrophic/Dilated/Fibrosis				
Cardiomyopathy/calcium signal Pathway	*Col9a2*	26.69	**	69.83
	*Wisp2*	24.34	**	52.68
	*Inhbb*	9.01	**	19.45
	*Atf3*	7.18	**	12.17
	*Tgfb2*	6.32	**	9.41
	*Ctgf*	4.41	**	12.42
	*Ace*	4.08	**	7.16
	*Mmp3*	3.15	*	6.26
	*Itgav*	2.97	*	6.08
	*Cacnb1*	2.81	*	5.63
	*Cldn15*	2.75	**	8.66
	*Actn1*	2.38	**	8.07
	*Thbs1*	2.38	*	6.97
	*Myl9*	2.15	*	6.11
Metabolism/Apoptosis	*Hspa1b*	16.23	**	22.66
	*Hspa1a*	15.81	**	23.76
	*Cyp1b1*	9.19	**	20.25
	*Cdkn1a*	8.15	**	20.93
	*Angptl4*	5.66	**	9.45
	*Gpx3*	4.67	**	12.05
	*Tlr5*	4.52	*	13.75
	*Map3k6*	3.29	**	5.41
	*Ppp1r5a*	2.34	*	6.56

*P<0.05

**P<0.01

**Table 3:** Genes down-regulated in csMed1^-/-^ heart as assessed by RNA-Seq KEGG pathway.

Gene ID	Gene Name	KEGG_PATHWAY
Acadm	acyl-Coenzyme A dehydrogenase, medium chain	mmu03320:PPAR signaling pathway
Aqp7	aquaporin 7	mmu03320:PPAR signaling pathway
Atp1a2	ATPase, Na+/K+ transporting, alpha 2 polypeptide	mmu04260:cardiac muscle contraction, mmu04972:pancreatic secretion
Atp2a2	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2	mmu04260:cardiac muscle contraction, mmu05412:arrhythmogenic right ventricular cardiomyopathy (ARVC), mmu05414:dilated cardiomyopathy, mmu04020:calcium signaling pathway, mmu04972:pancreatic secretion
Cacna1s	calcium channel, voltage-dependent, L type, alpha 1S subunit	mmu04260:cardiac muscle contraction, mmu05412:arrhythmogenic right ventricular cardiomyopathy (ARVC), mmu05414:dilated cardiomyopathy, mmu04020:calcium signaling pathway
Entpd5	ectonucleoside triphosphate diphosphohydrolase 5	mmu00240:pyrimidine metabolism
Ephb1	Eph receptor B1	mmu04360:ATP binding
Gja1	gap junction protein, alpha 1	mmu05412:arrhythmogenic right ventricular cardiomyopathy (ARVC)
Lpl	lipoprotein lipase	mmu03320:PPAR signaling pathway
Nos2	nitric oxide synthase 2, inducible	mmu04020:calcium signaling pathway
Nt5c1a	5'-nucleotidase, cytosolic IA	mmu00240:pyrimidine metabolism
Pde1c	phosphodiesterase 1C	mmu04020:calcium signaling pathway
Pla2g5	phospholipase A2, group V	mmu04972:Calcium ion binding
Pln	Phospholamban	mmu05414:dilated cardiomyopathy, mmu04020:calcium signaling pathway
Ppara	peroxisome proliferator activated receptor alpha	mmu03320:PPAR signaling pathway
Ryr2	ryanodine receptor 2, cardiac	mmu04260:cardiac muscle contraction, mmu05412:arrhythmogenic right ventricular cardiomyopathy (ARVC), mmu05414:dilated cardiomyopathy, mmu04020:calcium signaling pathway
Scd4	stearoyl-coenzyme A desaturase 4	mmu03320:PPAR signaling pathway

**Table 4:** Genes up-regulated in csMed1^-/-^ heart as assessed by RNA-Seq KEGG pathway.

Gene ID	Gene Name	KEGG_PATHWAY
*Ace*	angiotensin-converting enzyme	mmu05410:Hypertrophic cardiomyopathy, mmu05142:Chagas disease
*Cacnb1*	calcium channel voltage-dependent subunit beta 1	mmu05410:Hypertrophic cardiomyopathy, mmu05412: Arrhythmogenic right ventricular cardiomyopathy (ARVC), mmu05414:Dilated cardiomyopathy, mmu04010:MAPK signaling pathway
*Itgav*	Integrin alpha V	mmu05410:Hypertrophic cardiomyopathy, mmu05412: Arrhythmogenic right ventricular cardiomyopathy (ARVC), mmu05414:Dilated cardiomyopathy, mmu05200:Pathway in cancer, mmu04510:Focal adhesion, mmu04145:Phagosome, mmu04512:ECM-receptor interaction
*Tgfb2*	transforming growth factor, beta 2	mmu05410:Hypertrophic cardiomyopathy, mmu05414:Dilated cardiomyopathy, mmu04010:MAPK signaling pathway, mmu04144:Endocytosis, mmu05200:Pathway in cancer, mmu05145:Toxoplasmosis, mmu05142:Chagas disease, mmu05146:Amoebiasis
*Actn1*	Actinin, alpha 1	mmu05412:Arrhythmogenic right ventricular, cardiomyopathy (ARVC), mmu04530:Tight junction
*Myl9*	myosin, light polypeptide 9, regulatory	mmu04530:Tight junction, mmu04670:Leukocyte transendothelial migration
*Cldn15*	Claudin 15	mmu04530:Tight junction, mmu04670:Leukocyte transendothelial migration
*Hspa1b*	heat shock protein 1B	mmu04010:MAPK signaling pathway, mmu04144:Endocytosis, mmu04612:Antigen processing and presentation
*Map3k6*	mitogen-activated protein kinase kinase 6	mmu04010:MAPK signaling pathway
*Inhbb*	inhibin beta-B	Mmu04350:TGFβ signaling pathway
*Thbs4*	thrombospondin 4	Mmu04350:TGFβ signaling pathway, mmu04145:Phagosome, mmu04510:Focal adhesion, mmu04512:ECM-receptor interaction
*Thbs1*	thrombospondin 1	Mmu04350:TGFβ signaling pathway, mmu04115:p53 signaling pathway, mmu04145:Phagosome

### Down-regulated genes in csMed1^-/-^ heart

#### Fatty acid oxidation abnormalities

Med1 is a critical component of the transcriptional regulator Mediator for nuclear receptor *PPARα*, *PPARγ*, *CAR and GR* signaling in liver [19,29–31]. In this regard, conditional deletion of Med1 in hepatocytes has established a role for this coactivator in *PPARα-*regulated transcriptional activation of FAO genes in liver [19]. Since disturbances in *PPARα* and *PPARδ* regulated FAO has been implicated in cardiomyopathy, we inferred that Med1 deletion in cardiomyocytes perturbs myocardial FAO and energy metabolism [32–36] in csMed1^-/-^ hearts (Table 1, Fig 4). qPCR analysis revealed significant reductions in transcripts of *PPARα*, *PPARδ*, *PPARγ*, *Ppargc1α* (PPARγ-coactivator-1α), *Ppargc1β*, *Abcc9*, *Acadm* and others in Med1 null hearts compared with that of floxed littermates (Table 1). 

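In the RNA-seq data, Ppara (chromosome 15, 85734983 to 85802819) had 12.4 FPKM in control and 1.66 in csMed1-/- heart, a ratio of 0.134 (no replicates). Acadm (chromosome 3, 153922357 to 153944632), the gene of MCAD, fell from 251 to 36.4 FPKM (ratio 0.145). Ehhadh (chromosome 16, 21761287 to 21787807), the gene of L-PBE, fell from 3.49 to 1.27 FPKM (ratio 0.364), and Ucp3 from 13.6 to 4.89 FPKM (ratio 0.359).
Over 27 expressed genes of fatty acid uptake and oxidation, the median log2 ratio was -1.61, against 0.110 for random genes of the same abundance (permutation p = 1.0e-05, the smallest that 100000 random sets can give, adjusted p = 2.0e-05 over 6 sets). Of these genes 25 were lower, 18 of them by more than 2-fold, and 2 were higher, the highest being Cpt1a at a log2 ratio of 0.464. The test runs across genes, which are not independent replicates. Centring the ratios within bins of GC content moved the set's median most, to -1.45. Of the single genes Ppara moved most, from -2.90 to -2.33 with a pseudocount of 1, which also brought Ehhadh to -0.984, inside 2-fold. The paper reasons from earlier work, in which disturbed PPARα and PPARδ regulation of fatty acid oxidation was implicated in cardiomyopathy, that loss of Med1 perturbs this oxidation and the energy metabolism of the heart, and then reports the expression data.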

Immunoblotting confirmed reductions in the amount of key mitochondrial and peroxisomal fatty acid β-oxidation system proteins such as mitochondrial enoyl-CoA hydratase (ECHS1), mitochondrial trifunctional protein (MTP), medium-chain acyl-CoA dehydrogenase (MCAD), short-chain acyl-CoA dehydrogenase (SCAD), and peroxisomal enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase (EHHADH/L-PBE) and peroxisomal thiolase (ACAA1/PTL) (Fig 4). These reductions are consistent with the reductions noted in PPARα transcript levels (Table 1).

**Fig 4:**
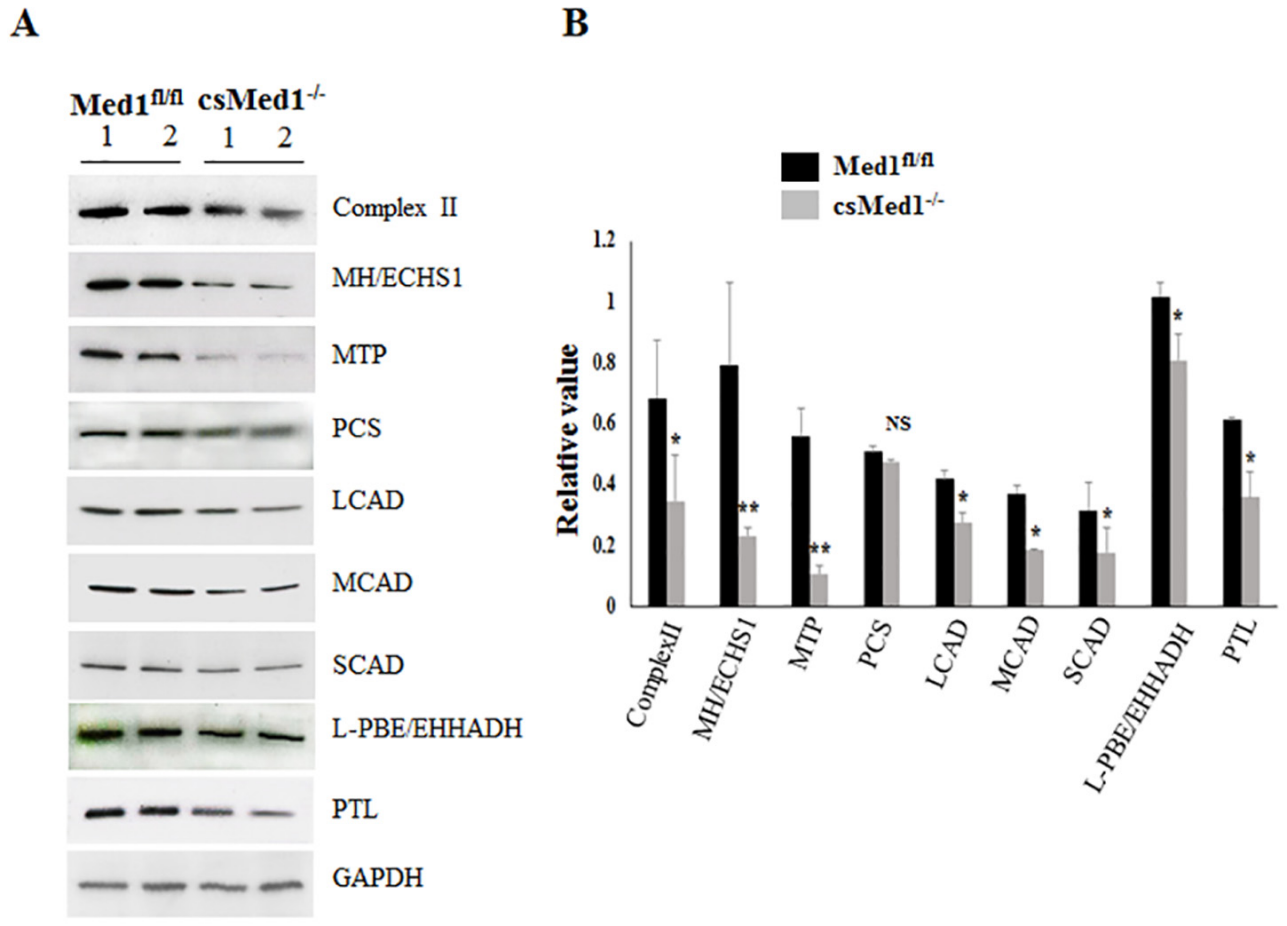
Changes in selected proteins involved in fatty acid oxidation in heart. (A) Homogenates of heart from two 29-day old Med1^fl/fl^ and csMed1^-/-^ mice were immunoblotted with antibodies against the proteins shown. (B) Densitometry of Western blot to analyze the relative protein expression. The protein expression of each gene was normalized to GAPDH. Results are expressed as the mean ±SD. *p<0.05, **p<0.01, NS: non-significant. 2-Enoyl-CoA hydratase (MH); Mitochondrial trifunctional protein (MTP); Pyruvate carboxylase (PCS); 3-ketoacyl-CoA thiolase (PTL); Long chain, medium chain, and short chain acyl-CoA dehydrogenases (LCAD, MCAD, and SCAD, respectively); Enoyl-CoA hydratase/L-3-hydroxyacyl-CoA dehydrogenase (L-PBE).

#### Glucose metabolism

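Hk2 (chromosome 6, 82725025 to 82774454), which encodes hexokinase 2, had 39.7 FPKM in control and 12.6 FPKM in csMed1-/- heart, a ratio of 0.317 (no replicates). Slc2a4 (chromosome 11, 69942539 to 69948188), the gene of Glut4, had 347 and 71.5 FPKM, a ratio of 0.206. Of these 2 genes Hk2 moved more across the alternatives, from a log2 ratio of -1.66 to -1.58 with a pseudocount of 1. Over 31 expressed genes of glucose uptake, glycolysis and pyruvate metabolism, the median log2 ratio was -0.881, against 0.0981 for random genes of the same abundance (permutation p = 3.0e-05, adjusted 4.5e-05). In this set 20 genes were lower, 14 of them by more than 2-fold, and 11 were higher, 3 of them by more than 2-fold, so the genes did not move together. The set's median was most sensitive to the genes that the paper names, and without them it was -0.445. The genes of a set are not independent replicates. The paper takes such lower values, those of Hk2 and Glut4 among them, as down-regulation of glucose metabolism genes.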

Also evident in our RNA analysis were the down-regulation of *HK2*, *GK*, and *Glut4* genes that are involved in glucose metabolism in csMed1^-/-^ hearts (Table 1). Heart consists of specialized muscle cells (cardiomyocytes), which contract constantly in a coordinated fashion. To maintain its contractile function, heart cells must receive constant supply of metabolic substrates to generate ATP. Although major metabolic substrate for cardiomyocytes is fatty acids, about 30% of the myocardial ATP is generated by glucose and lactose [37]. Glut4 is the most abundant glucose transporter in heart which mediates entry of glucose into heart cells [38]. Thus, reduced expression of Glut4, hexokinase2 and glucokinase would drastically affect heart function.

#### Mitochondrial oxidative phosphorylation (OXPHOS) and calcium homeostasis

Defects in OXPHOS contribute to alteration of mitochondrial membrane potential, reactive oxygen species production and mitochondrial Ca2^+^ homeostasis (Table 1). 

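Pde1c, Pln, Ryr2 and Atp2a2 differed between the pooled libraries by far more than 2-fold (no replicates). Pde1c (chromosome 6, 56069804 to 56569103) had 3.72 FPKM in control and 0.178 in csMed1-/- heart, a ratio of 0.0478. Pln (chromosome 10, 53337667 to 53345987), which encodes phospholamban, fell from 771 to 56.2 FPKM (ratio 0.0729). Ryr2 (chromosome 13, 11553102 to 12106945) fell from 84.6 to 8.70 FPKM (ratio 0.103). Atp2a2 (chromosome 5, 122453513 to 122502225) fell from 3585 to 238 FPKM (ratio 0.0664). Pde1c had the lowest values of these 4 genes, and its log2 ratio of -4.39 became -2.00 with a pseudocount of 1.
Over 29 expressed calcium handling genes as a set, the median log2 ratio was -0.324, which did not differ from random genes of the same abundance (permutation p = 0.173, adjusted 0.173). In the set 11 genes were lower and 1 was higher by more than 2-fold, and the quartiles of the log2 ratio were -1.89 and 0.209. The set does not hold every calcium gene, and Cacnb1, which rose with a log2 ratio of 2.49, is outside it. With the genes that the paper names left out, the alternative that changed the set most, the median of the other 23 genes was -0.224 (adjusted permutation p = 0.424). From the lower values of key genes, the paper concludes that calcium signaling and cardiac muscle contraction genes are disturbed in csMed1-/- hearts.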

Accordingly, significant disturbances in the expression levels of key genes, namely *Pde1c*, *Pln*, *Ryr2*, *ATP1a2 and ATP2a2* involved in calcium signaling pathway and cardiac muscle contraction were observed in csMed1^-/-^ hearts (Table 1). 

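Over 83 expressed nuclear genes of oxidative phosphorylation, the median log2 ratio of csMed1-/- to control was -0.782, against 0.152 for random genes of the same abundance (permutation p = 1.0e-05, the smallest that 100000 random sets can give, adjusted p = 2.0e-05). Of these genes 77 were lower and 6 higher. A decrease of more than 2-fold was found for 29 and an increase of more than 2-fold for none. The 6 higher genes include Cox4nb (log2 ratio 0.00108), a symbol absent from the annotation, so its place among OXPHOS genes was not checked. Ndufs7 (chromosome 10, 80249121 to 80256794) fell from 2003 to 672 FPKM (ratio 0.335). Cox10 (chromosome 11, 63962627 to 64079468) fell from 70.1 to 24.8 FPKM (ratio 0.354). The 4 genes of complex II had ratios of 0.291 (Sdha, 463 to 135 FPKM), 0.350 (Sdhb, 1427 to 499 FPKM), 0.566 (Sdhc, 1024 to 580 FPKM) and 0.301 (Sdhd, 708 to 213 FPKM). Cox5b and Sdhc stayed within 2-fold, with ratios of 0.506 and 0.566. None of these ratios has a replicate check, and the set test treats genes of the same libraries as its units. The largest move of the set's median came from ratios centred within bins of GC content, at -0.706. From the qPCR and RNA-seq ratios of Table 1, the paper concludes that many OXPHOS genes are reduced in csMed1-/- hearts. For Cox5b and Sdhc that table gives a qPCR ratio and marks the RNA-seq result as not significant.

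**Figure D4:**
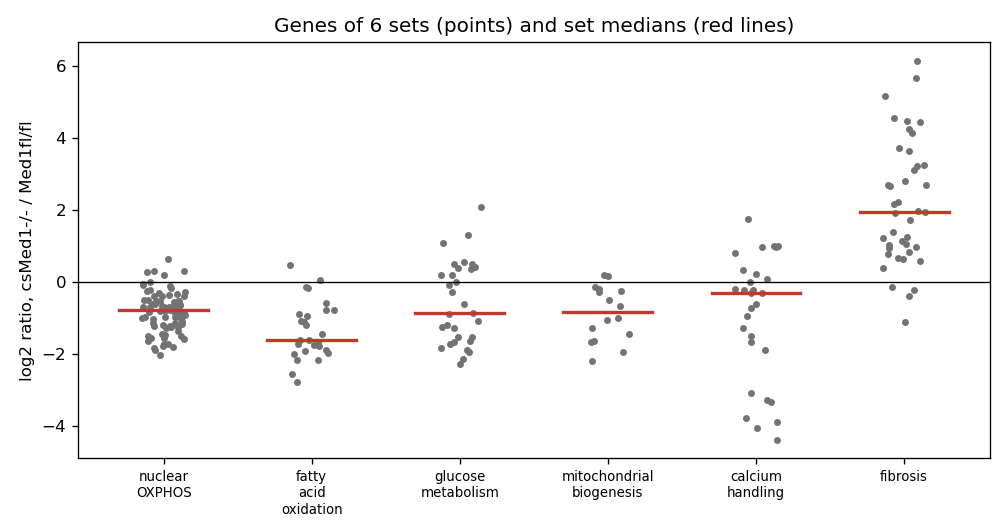
Log2 ratio of csMed1-/- to Med1 fl/fl heart (vertical axis) for the expressed genes of 6 sets (horizontal axis), each grey point a gene and each red line the median of its set. The medians are -0.782 (OXPHOS, 83 genes), -1.61 (fatty acid oxidation, 27), -0.881 (glucose metabolism, 31), -0.837 (mitochondrial biogenesis, 16), -0.324 (calcium handling, 29) and 1.93 (fibrosis, 41).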

Reduced expression of many OXPHOS genes were also observed in csMed1^-/-^ hearts including *Ndufs7*, *Cox10*, *Cox5b*, *Sdha*, *Sdhb*, *Sdhc*, *Sdhd* and others (Table 1).

#### Mitochondrial biogenesis

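PGC1α is encoded by Ppargc1a (chromosome 5, 51454250 to 51567726), which had 4.41 FPKM in control and 0.953 in csMed1-/- heart, a ratio of 0.216 (no replicates). PGC1β is encoded by Ppargc1b (chromosome 18, 61298136 to 61400431), which stands on 2 rows of the files. On the first row its FPKM was 1.38 in control and 1.37 in csMed1-/- heart, and on the second 3.49 and 0.384. The summed values were 4.87 and 1.76 FPKM, a ratio of 0.361. The choice of rows had the largest effect, and the second row alone gave a log2 ratio of -3.18 in place of -1.47. Over 16 expressed genes of mitochondrial biogenesis, including these and Tfam, the median log2 ratio was -0.837, against -0.155 for random genes (permutation p = 0.0167, adjusted 0.0201), and 14 of the 16 were lower. The set did not stay past the threshold without the genes that the paper names (13 genes, median -0.518, adjusted permutation p = 0.27), or with only genes at 10 FPKM or more (4 genes, median -0.399, adjusted permutation p = 0.357). Genes are not independent replicates. The paper proposes that the lower expression of both coactivators, which act in mitochondrial biogenesis, may be among the reasons for the reduced mitochondrial DNA content.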

Our results show a reduced expression of both PGC1α and PGC1β transcriptional coactivators in csMed1^-/-^ heart. 

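Tfam (chromosome 10, 71225464 to 71238280) had 1.85 FPKM in control and 0.475 FPKM in csMed1-/- heart, a ratio of 0.257 and a 3.90-fold lower value (no replicates). The paper's qPCR ratio for Tfam is 0.125. Both FPKM values are low, and with a pseudocount of 1, the alternative that moved Tfam furthest, the log2 ratio went from -1.96 to -0.951, within 2-fold. The paper proposes that less TFAM, which acts in transcription and copy number of mitochondrial DNA, may be a reason for the reduced mitochondrial DNA content.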

Similarly, we also observed an 8-fold reduced expression of TFAM (transcriptional factor A, mitochondrial; Table 1). Both PGC1α and PGC1β were shown to be important in mitochondrial biogenesis [39,40]. Reduced levels of TFAM may also have contributed to mitochondrial biogenesis as expression of TFAM, is involved in mitochondrial DNA transcription and maintenance of mitochondrial genome copy number [40]. Thus reduced expression of these genes could explain the reduced mitochondrial DNA content that we observed in this study (Fig 2).

### Upregulated genes in csMed1^-/-^ heart

The RNA-seq data of csMed1^-/-^ heart shows nearly one half of the differentially expressed genes upregulated (S5 Table). 

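Of the 3309 genes past 2-fold, 1423 (43.0%) were higher in csMed1-/- than in control heart. In S2 and S4 Tables together, 178 of 408 genes (43.6%) were higher. The share of higher genes among changed genes stayed between 41.3% and 48.1% under the other settings, and was highest at 48.1% (821 of 1706 genes) when only genes at 10 FPKM or more were kept. With 1 library per genotype these shares have no replicate check.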

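All 23 genes of Table 2 were higher in the csMed1-/- library, and all 23 are in S4 Table (no replicates). Their FPKM ratios ran from 5.41 (Map3k6, 6.77 to 36.6 FPKM) to 69.6 (Col9a2, 0.246 to 17.1 FPKM), with a median of 9.45. The largest after Col9a2 were Wisp2 (3.00 to 158 FPKM, ratio 52.7), which current annotation names Ccn5, and Hspa1a (2.04 to 48.4 FPKM, ratio 23.8). Cdkn1a rose from 30.5 to 693 FPKM (ratio 22.7). Several of these genes had little RNA in control heart, and with a pseudocount of 1 the change of Cyp1b1, the most affected, dropped from a log2 ratio of 4.37 to 1.08. The paper takes the higher values by both methods as evidence that these genes, implicated in cardiac dysfunction and hypertrophy, are upregulated.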

Twenty-three of these genes that are implicated in cardiac dysfunction and hypertrophy were validated by qPCR (Table 2). The genes in this category are linked to a variety of cardiac abnormalities ranging from cardiac signaling pathway, calcium muscle contraction (*Cacnb1*), cardiac hypertrophy and fibrosis and stress response. For example, *TGFβ2*, *Ace*, *Itgav*, and *Cacnb1* were shown to be involved in calcium signaling and cardiac muscle contraction [41–44]. 

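Tgfb2 (chromosome 1, 186622792 to 186705989) rose from 0.799 FPKM in control to 7.51 FPKM in csMed1-/- heart, a ratio of 9.40. For Ace (chromosome 11, 105967945 to 105989964) the values were 24.4 and 174 FPKM (ratio 7.16). Itgav (chromosome 2, 83724397 to 83806916) had 0.270 and 1.64 FPKM (ratio 6.08), both low values. Cacnb1 (chromosome 11, 98001508 to 98023034) had 5.22 and 29.4 FPKM (ratio 5.63). None of the 4 differences can be compared with a spread between replicates. Itgav moved most across the alternatives, to a log2 ratio of 1.06 from 2.60 with a pseudocount of 1. The paper cites earlier studies for the involvement of these genes in calcium signaling and cardiac muscle contraction, and reasons that their induction is linked to cardiac abnormalities.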

The protein encoded by *Cacnb1* belongs to the calcium channel beta subunit family [45]. It plays an important role in the calcium channel function and also appears to be elevated due to myocardial damage [44]. Expression of angiotensin converting enzyme (ace; Table 3) is also elevated in animal models of heart failure [42]. 

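Angptl4 (chromosome 17, 33773750 to 33781830), which encodes angiopoietin-like 4, had 10.7 FPKM in control and 102 FPKM in csMed1-/- heart, a ratio of 9.45 (no replicates). The ratio of Itgav was 6.08, from 0.270 to 1.64 FPKM, so it rests on far lower values than that of Angptl4. For Angptl4 the alternative with the largest effect was centring within GC bins, which gave a log2 ratio of 3.44 in place of 3.24, and for Itgav it was a pseudocount of 1, which gave 1.06 in place of 2.60. The paper reads the induction of both genes as a response to heart dysfunction and heart failure.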

Induction of both *ItgaV* (integrin alpha v), and *Angptl4* are in response to heart dysfunction and heart failure as these proteins play vital roles in myocardial functions [46,47]. Activating transcription factor 3 (ATF3), a transcription factor of the ATF family is induced by various stress responses [48]. Overexpression of ATF3 in heart results in rapid ventricle hypertrophy and ATF3 KO mice display reduced heart hypertrophy [49,50]. Thus, csMed1^-/-^ mice may have induced ATF3 levels as a protection against cardiac hypertrophy. 

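Atf3 (chromosome 1, 191170296 to 191218039) had 2.15 FPKM in the control library and 26.2 FPKM in the csMed1-/- library, a ratio of 12.2 (no replicates). The paper's RNA-seq ratio is 12.17 and its qPCR ratio 7.18. With a pseudocount of 1, the setting that changed Atf3 most, the log2 ratio was 3.11 in place of 3.60. From this increase and from reports on ATF3 in hypertrophy, the paper proposes that ATF3 is induced as a protection against cardiac hypertrophy.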

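Col9a2 (chromosome 4, 121039385 to 121055322) had 0.246 FPKM in control and 17.1 FPKM in csMed1-/- heart, a ratio of 69.6 (no replicates). The size of this ratio depends on the small control value, and a pseudocount of 1, which affected it most, gave a log2 ratio of 3.86 in place of 6.12. Over 41 expressed genes of extracellular matrix and fibrosis, the median log2 ratio was 1.93, against -0.0159 for random genes of the same abundance (permutation p = 1.0e-05, the smallest that 100000 random sets can give, adjusted p = 2.0e-05). Of these genes 37 were higher, 29 of them by more than 2-fold, and 4 were lower. Col1a1 rose from 129 to 502 FPKM (ratio 3.87) and Ctgf, now named Ccn2, from 30.0 to 373 FPKM (ratio 12.4). Keeping only genes at 10 FPKM or more reduced the median of the set to 1.37. The set test counts genes, which are not independent replicates. The paper links the elevated expression of Col9a2 to the fibrosis seen in csMed1-/- hearts.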

The gene *Col9a2* is a component of type IX collagen related to cardiac fibrosis and elevated expression of this gene is consistent with fibrosis observed in csMed1^-/-^ mice (Table 2). 

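Hspa1a (chromosome 17, 34969190 to 34972156) rose from 2.04 to 48.4 FPKM (ratio 23.8), and Hspa1b (chromosome 17, 34956436 to 34959238) from 1.65 to 37.4 FPKM (ratio 22.6), with no replicates. The qPCR primers listed for the 2 genes are the same pair, and they match both transcripts exactly with a product of 137 bp. The pseudocount of 1 had the largest effect here and gave log2 ratios of 4.02 for Hspa1a and 3.86 for Hspa1b, in place of 4.57 and 4.50. The paper sets the elevated heat shock genes beside published reports of their increase in cardiac hypertrophy.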

Similarly, published data suggest that during cardiac hypertrophy heat shock proteins Hspa1a and 1b are elevated [51]. Overall, the 23 upregulated genes that we have validated are involved in one or more aspects of cardiac abnormalities and appear to be in response to the damage occurred in csMed1^-/-^ hearts.

### Confirmation of csMed1 phenotype using tamoxifen inducible heart specific Med1 KO mouse (TmcsMed1^-/-^)

In studies described above, we used mice expressing α-MyHC promoter driven cre recombinase to delete Med1 gene in the heart. As stated earlier, a rapid transition from β- to α-myosin heavy chain expression occurs during rodent development and by postnatal day 21, α-myosin is expressed predominantly [23]. Accordingly, the α-MyHC-Cre is expressed late in the embryonic development and maximally during the postnatal period which contributes to Med1 deletion resulting in the death of csMed1^-/-^ mice within ten days after weaning [23]. To firmly establish that the lack of Med1 expression is solely responsible for all the heart abnormalities and the associated heart failure observed in csMed1^-/-^ mice, we used tamoxifen-inducible heart-specific Cre (Myh6-MCM)/Med1^fl/fl^ mouse model (TmcsMed1^-/-^). The tamoxifen-inducible gene knockout strategy has clear advantages in that expression of a gene can be ablated in adult mice at will in a tissue specific manner [20].

To study the role of Med1 in adult heart, 7-week old TmcsMed1^-/-^ mice were given a daily Iintraperitoneal injection of tamoxifen at a dose of 65mg/kg for 5 days and killed at selected intervals thereafter. qPCR analysis of RNA showed that the Med1 expression began to decrease after 3 days of tamoxifen injection (about 70% decrease; data not shown), and by 5 days of injection, Med1 expression was almost non-detectable in the heart (Fig 5A). The Med1 expression levels in liver and kidney of the same mice did not change when compared to control mice (RNA data in Fig 5A). Med1 expression in TmcsMed1^-/-^ was also evaluated using Western blot method. Crude nuclear extracts were prepared from csMed1^fl/fl^ and TmcsMed1^-/-^ hearts then subjected to Western immunoblots. Fig 5B shows that the Med1 expression was negligible in TmcsMed1^-/-^ hearts as compared to that of TmMed1^fl/fl^ hearts. Quantification of the Med1 protein bands shown in this figure indicated that Med1 levels decreased by about 90% when compared to that of littermate controls (see Materials and Methods for Western blot and protein band quantification details). The residual Med1 observed here may due to non cardiomyocte nuclei. including from fibroblasts. Additionally, immunostaining of the relevant heart tissues confirmed this observation (S1 Fig). The size of TmcsMed1^-/-^ heart increased dramatically as compared to littermate controls and the Med1 deficient hearts appeared increasingly flaccid by 14 days after the first tamoxifen injection (Fig 5C, *upper panel*). As shown for the csMed1^-/-^, the histological examination of TmcsMed1^-/-^ mouse hearts also revealed dilatation of the right and left ventricular chambers with thinning of the walls and myocardial cells (Fig 5C, lower panel).

**Fig 5:**
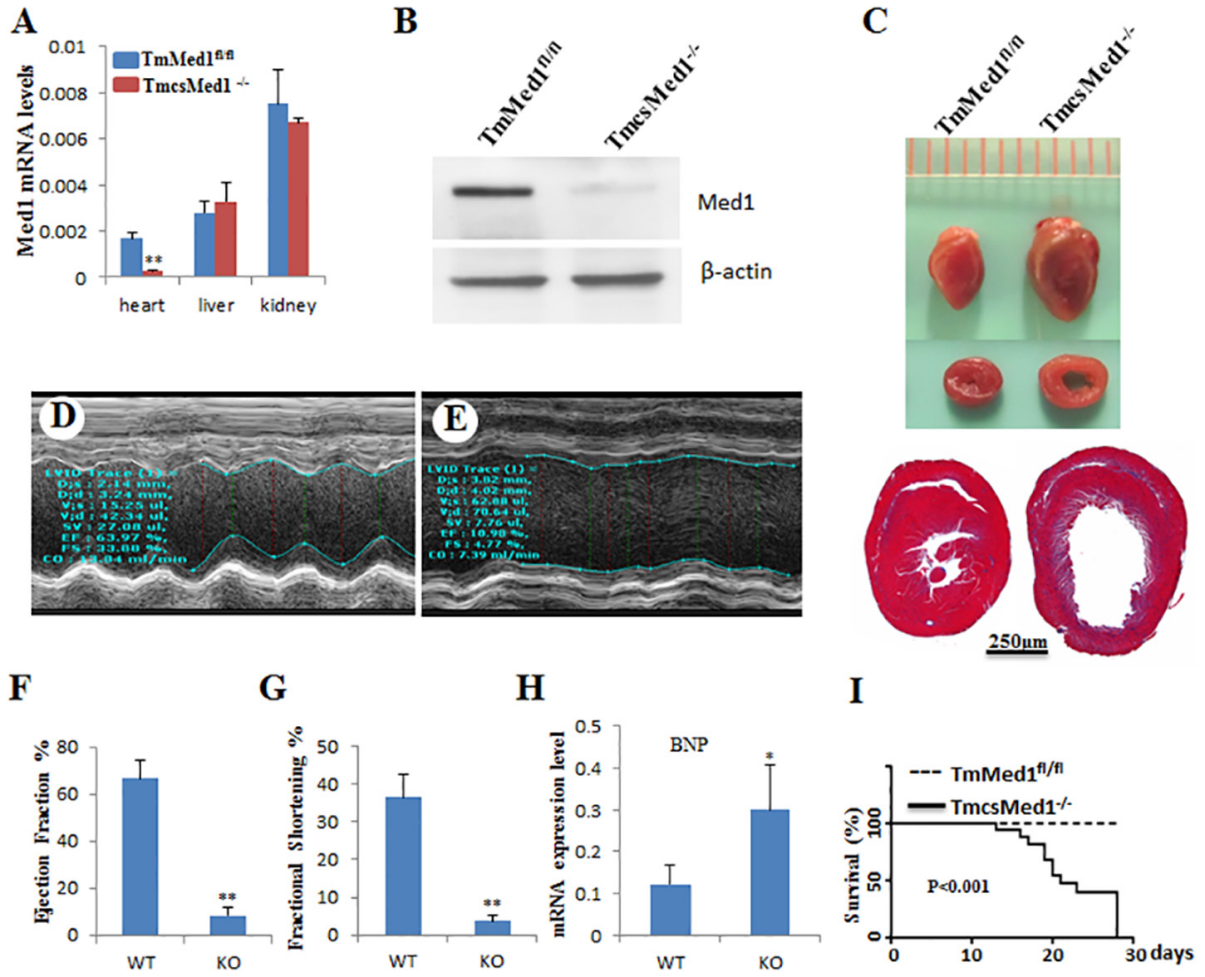
Tamoxifen-inducible cardiac-specific disruption of Med1 (TmcsMed1^-/-^) in adult mice causes dilated cardiomyopathy. (A) Relative Med1 mRNA expression in Med1^fl/fl^ and TmcsMed1^-/-^ mouse heart, liver and kidney. (B) Western blot analysis of Med1 in TmMed1^fl/fl^ and TmcsMed1^-/-^ hearts. Crude nuclear extracts from the heart tissues of appropriate mice were prepared as described (see Materials and Methods). They were then Western immunoblotted and probed with an anti-Med1 antibody (Abcam ab64965) and the protein bands were quantified using ImageJ software. The data were normalized to β-actin bands. Note that in the experiments shown in (A) to (H), mice were killed 14 days after first tamoxifen injection. (C) Representative photographs of adult hearts after tamoxifen-inducible heart-specific Cre mediated Med1 deletion. It is evident that TmcsMed^-/-^ mouse heart is flaccid and flabby. Lower panel in (C) shows cross sections of TmcsMed1^-/-^ and the littermate control hearts stained with H&E. (D and E) Representative profiles of M-mode echocardiographic analyses of TmcsMed1^-/-^ and littermate mice. (F) and (G) represent ejection fraction and fractional shortening respectively. Data were derived from (D) and (E). (H), relative mRNA levels of BNP (*Nppb*) in Med1 ^fl/fl^ and TmcsMed1^-/-^ mouse hearts. (I), survival curve. 13 mice for each group of Med1^fl/fl^ and TmcsMed1^-/-^ were used for the generation of survival curve. The mice survival time was between 13 and 28 days, and the day of initial injection of Tamoxifen was counted as day 1. Results are expressed as the mean ±SD. *p<0.05, **p<0.01.

Echocardiographic analysis TmcsMed1^-/-^ mice revealed increased left ventricular end-diastolic internal dimension (LVID-d), decreased fractional shortening and also decreased ejection fraction (Fig 5D and 5E). The contractility of TmcsMed1^-/-^ mouse heart was diminished with the ejection fraction in TmcsMed1^-/-^ mouse was only 11% vs 64% for floxed littermate controls (Fig 5F; P<0.001. Likewise, a fractional shortening of 4.77% vs 33.88% for littermate controls (Fig 5G; P<0.001) was also observed. These values suggest poor contractility of Med1 null hearts in TmcsMed1^-/-^ mice and support the conclusion that Med1 deficient mice die of heart failure. Accordingly, the mRNA levels of heart failure indicator BNP was significantly elevated in TmcsMed1^-/-^ mouse heart (Fig 5H). The survival period of TmcsMed1^-/-^ mice was between 13 and 28 days, and the day of initial injection of Tamoxifen was counted as day 1 (Fig 5I).

We also examined the extent of apoptosis of cardiomyocytes in TmcsMed1^-/-^ heart. The formalin fixed paraffin-embedded heart sections by TUNEL staining showed evidence of enhanced apoptosis in TmcsMed1^-/-^ mouse hearts compared with that noted in normal hearts (S2A Fig). In the TmcsMed1^-/-^ mouse heart the number of apoptotic cardiomyocytes increased by about 10-fold (S2B Fig). Masson trichrome staining showed evidence of interstitial myocardial fibrosis in TmcsMed1^-/-^ heart (Fig 6A and 6B). Previous studies have shown that interstitial myocardial fibrosis is associated with increased expression of TGFβ2, CTGF and collagenase 9a2 [52,53]. In agreement with this, the TmcsMed1^-/-^ heart showed elevated expression of the above three genes (Fig 6C, 6D and 6E). This result is highly comparable to that we observed in csMed1^-/-^ heart (see Fig 2A). However, it appears that fibrosis is more pronounced in TmcsMed1^-/-^ heart when compared to that of csMed1^-/-^ heart (see MT panels in Fig 2A).

**Fig 6:**
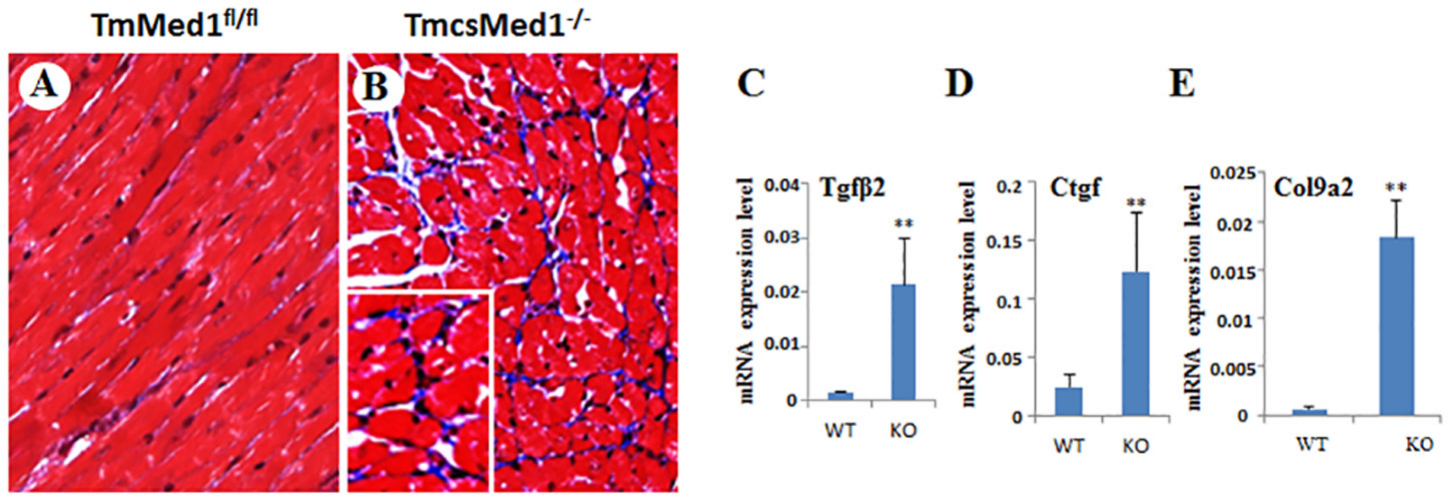
Cardiac fibrosis in TmcsMed1^-/-^ mouse heart. TmcsMed1^-/-^ mice given daily injections of tamoxifen for 5 days were killed 14 days after the first tamoxifen injection. (A&B) Masson’s trichrome staining was used to assess myocardial fibrosis. *Inset* in panel B shows intensely stained (*blue color*) interstitial fibrous strands. (C,D &E) Quantification of mRNA levels for *Tgfβ2*, *Ctgf and Col9a2* mRNA levels in TmcsMed1^-/-^ (KO) and TmMed1^fl/fl^ (WT) mouse hearts. mRNA levels were quantified by qPCR assays and the results were expressed as the mean ±SD. **p<0.01.

In studies using csMed1^-/-^ model, our RNA-seq analysis showed down-regulation of a large number of genes in heart that impinge on several pathways including energy and calcium channeling pathways (Table 3). 

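In the pooled csMed1-/- library, 1886 of 10489 genes were lower by more than 2-fold, and the 17 genes of Table 3 all fell (no replicates). The 5 Table 3 genes of the PPAR signaling pathway had log2 ratios from -4.63 (Scd4, 12.1 to 0.489 FPKM) to -2.49 (Lpl, 129 to 23.0 FPKM), with a median of -2.78. The 6 genes of the calcium signaling pathway ran from -4.39 (Pde1c) to -2.83 (Nos2, 6.71 to 0.944 FPKM), with a median of -3.85. For cardiac muscle contraction the 4 genes ran from -4.06 (Cacna1s) to -3.28 (Ryr2), with a median of -3.63. These genes were listed because they fell, so the medians describe the table and not the pathways as a whole. Across all genes, the number of decreases changed most, to 255, with a 4-fold threshold and at least 10 FPKM in either library, a setting chosen after seeing the data. The paper concludes that loss of Med1 lowers many genes of energy and calcium channeling pathways.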

We confirmed these observations in TmcsMed1^-/-^ mice using a set of key genes related to these two pathways using qPCR assays. For example, PPARα, MCAD and Glut4 genes which are involved in energy pathways are reduced significantly in TmcsMed1^-/-^ mice (Fig 7A). Similarly Pde1c, Ryr2 and Serca2 which are related to calcium channeling are also decreased several fold (Fig 7A). Expression of Tgfβ2, and Ctgf genes involved in cardiac fibrosis was upregulated in TmcsMed1^-/-^ mouse heart. Thus, the gene expression changes observed in both csMed1^-/-^ and TmcsMed1^-/-^ hearts are highly comparable.

**Fig 7:**
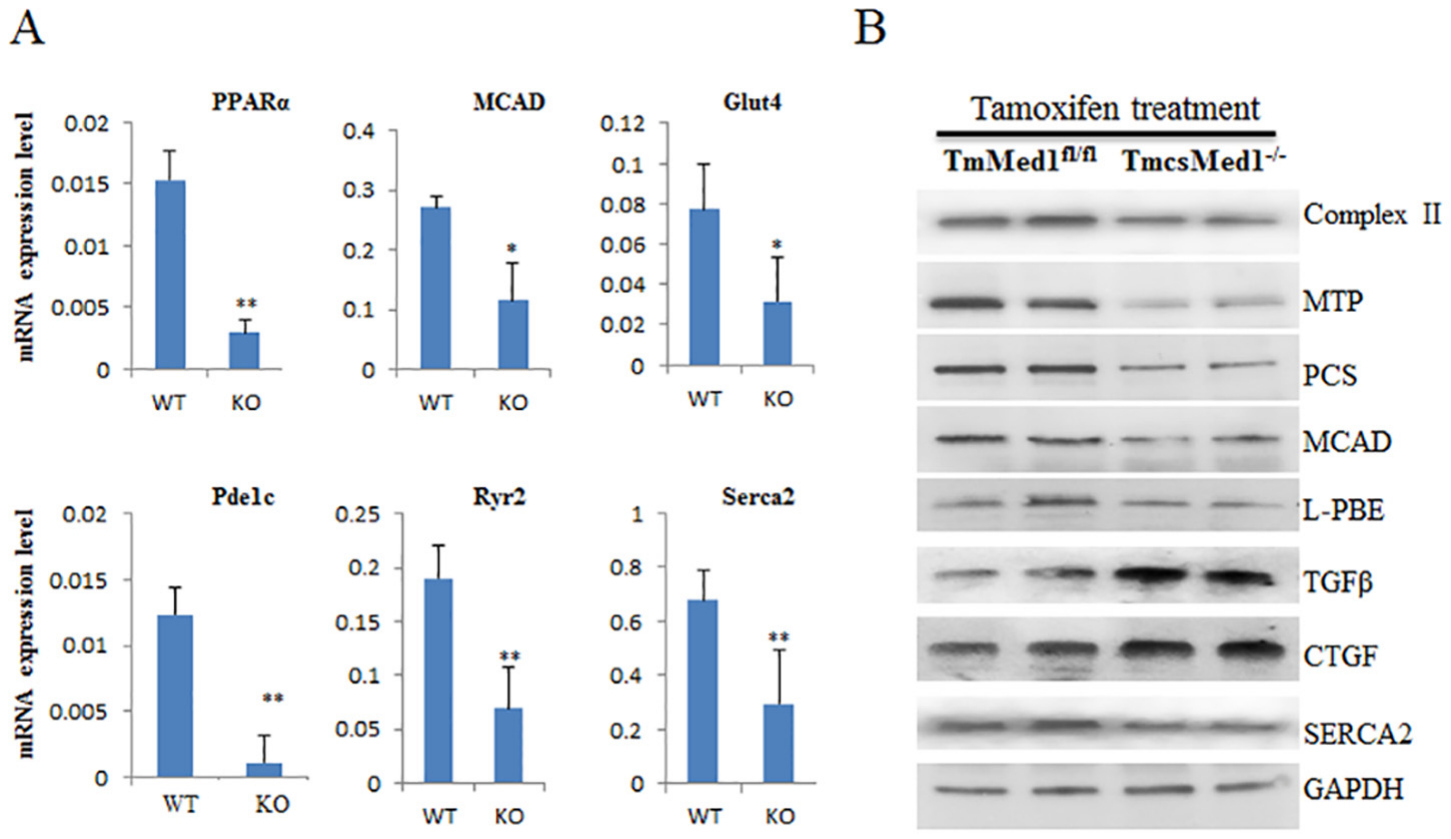
Analysis of expression of selected genes in Med1^fl/fl^ and TmcsMed1^-/-^ mouse heart. (**A**) qPCR data of RNA samples for key genes linked to heart function. (**B**) Western blot analysis of key proteins. Protein homogenates extracted from hearts of tamoxifen-inducible Med1^fl/fl^ (14 days after initial injection) and TmcsMed1^-/-^ mice were immunoblotted. The protein bands were quantified using a densitometer. Percent change for TmcsMed1^-/-^ heart as compared to littermate controls are: MTP (Complex II), 28% reduction; MTP (Mitochondrial trifunctional protein), 67% reduction; PCS (Pyruvate carboxylase), 61% reduction; MCAD (Medium chain acyl-CoA dehydrogenases), 42% reduction; L-PBE (Enoyl-CoA hydratase/L- hydroxyacyl-CoA dehydrogenase), 44% reduction; Tgfβ (transforming growth factor beta), 119% increase; CTGF (connective tissue growth factor), 68% increase; SERCA2 (ATPase, Ca++ transporting, cardiac muscle, slow twitch 2), 29% reduction). The protein expression was normalized to GAPDH.

Expression of several genes involved in mitochondrial function and fatty acid β-oxidation (Complex II, CPT, PCS, MCAD and L-PBE), and calcium channeling (SERCA2) were evaluated using Western blots. As shown in the Fig 7B, protein levels for these genes were decreased. These results are quite similar to those we observed in csMed1^-/-^ hearts (note that Serca2 was analyzed by RNA-seq analysis in csMed1^-/-^ hearts). Protein levels of cardiac fibrosis related genes Tgfβ and CTGF were increased in TmcsMed1^-/-^ heart consistent with the development of cardiac fibrosis in TmcsMed1^-/-^ mice (Fig 7B: see legend to Fig 7B for quantification data). Overall, it is clear that the heart abnormalities and the gene expression changes that we observed in csMed1^-/-^ mice are highly comparable to the findings noted in TmcsMed1^-/-^ heart.

## Discussion

The mechanisms involved in the control of tissue specific gene expression are complex in which a number of transcription factors, coactivators, and epigenetic factors coordinate at the promoter of each gene to initiate transcription. Central to this mechanism is the Mediator complex consisting of about 30 subunits that integrates diverse transcriptional signals and instructs RNA polymerase II and associated proteins to initiate gene specific transcription [1,3]. A detailed understanding of how each of these proteins coordinate with each other and with the Mediator complex has the potential to develop drugs or other interventional strategies for the treatment of diseases arising in different organs.

In this study, we have for the first time investigated the role played by the major subunit of the Mediator complex Med1 in the myocardial function. Mice with Cre-mediated deletion of Med1 in myocardium (csMed1^-/-^) die within a few days after weaning due to heart failure. Anatomical, histological and gene expression studies indicate that mice die of dilated cardiomyopathy with both right and left enlarged ventricles. Our results also indicate considerable disruption of sarcomere structure and abnormalities of mitochondrial ultrastructure and decreased mitochondrial biogenesis. All of these observations are consistent with the changes in gene expression patterns as revealed by qPCR assays and RNA-seq analysis.

As stated above, csMed1^-/-^ mice were generated using α-MyHC-Cre transgenic mice to delete Med1 gene. In this model, the α-MyHC-Cre expression occurs late in the embryonic development and maximally during the early postnatal period [23]. Med1 deletion by this approach results in death of mice within ten days of weaning. Subsequently, we used tamoxifen-inducible Cre approach to delete Med1 gene in adult heart [12]. Analysis of the TmcsMed1^-/-^ heart showed that all of the observations made in csMed1^-/-^ heart were also true for the TmcsMed1^-/-^ heart including enlargement of heart, flaccid nature of the heart tissue, apoptotic cell death of myocytes, and interstitial myocardial fibrosis. Changes in gene expression that occurred in csMed1^-/-^ hearts were also observed in TmcsMed1^-/-^ heart. In summary, we confirmed the essential phenotypic abnormalities noted in csMed1^-/-^ mouse heart also in the Med1 deleted adult heart using the tamoxifen- inducible-Cre approach.

Heart derives most of its energy from fatty acid oxidation [33]. Gene expression analysis of csMed1^-/-^ heart showed that expression of PPARα, a pivotal regulator of energy homeostasis is decreased by about 11-fold. A moderate decrease in PPARγ and PPARβ/δ was also observed (2 to 3-fold). The expression of the two key coactivators of the PPAR subfamily of nuclear receptors, namely PGC1α and PGC1β is also decreased dramatically in csMed1^-/-^ heart tissue (13- and 25-fold respectively). Reduced expression of these genes in csMed1^-/-^ myocardium is consistent with the previously published results demonstrating that Med1 plays a critical role in the transcriptional activation of genes regulated by nuclear receptors such as PPARα [19,29,54]. In the heart, almost every step in the utilization of fatty acids including uptake of fatty acids, their esterification, and every enzyme in the β-oxidation of fatty acids is controlled by PPARα [55,56]. Therefore, rapid decline in heart function as a consequence of reduced expression PPARα that occurs following ablation of Med1 is not unexpected. Also noteworthy is that expression of some of key enzymes involved in glucose metabolism including HK2, GK and Glut4 genes is reduced in csMed1^-/-^ hearts. As stated earlier, to maintain its contractile function, heart cells must receive constant supply of metabolic substrates to generate ATP. Although fatty acids are considered as major metabolic substrate for ATP generation by cardiomyocytes, about 30% of the myocardial ATP is generated by glucose and lactose [37]. Therefore, reduced expression of Glut4, HK2 and GK would drastically affect this back up energy source and affect heart function. Thus, when Med1 is deleted in myocardial cells, the entire energy source appears to be blocked.

Dramatically decreased levels of *Pgc1α* and *Pgc1β* gene expression in csMed1^-/-^ myocardium would impact on the expression of a cascade of genes involved in mitochondrial biogenesis and energy homeostasis [39,57,58]. Gene knockout studies have shown that both PGC1α and PGC1β control a subset of overlapping target genes involved in mitochondrial biogenesis and oxidative phosphorylation. In developing heart there is a rapid increase in PGC1α expression before a large burst of mitochondrial biogenesis [39]. Overexpression of PGC1α in transgenic mice in a cardio-specific manner or PGC1β in mammalian cells in culture led to uncontrolled mitochondrial proliferation. These results suggest that optimum amounts of PGC1α and PGC1β are critical for the mitochondrial biogenesis. Therefore, our observation that decreased mitochondrial DNA content in the heart tissue (Fig 2) vis a vis decreased number of mitochondria in csMed1^-/-^ mice suggests that Med1 might be an upstream activator in the gene expression cascade involved in mitochondrial biogenesis. We showed that the expression of mitochondrial transcription factor TFAM is reduced 8-fold. Reduced levels of TFAM may also contribute to mitochondrial biogenesis as expression of TFAM, a multifunctional transcription factor, is involved in mitochondrial DNA transcription and maintenance of mitochondrial genome copy number [40].

The only reported cases of Med1 association with human disease are the overexpression of Med1 in tissues of breast [59] and prostate cancers [60]. A large number of inherited mutations were shown to contribute to different forms of cardiomyopathy including DCM, ARVC, restrictive and hypertrophic cardiomyopathy [17]. However, these mutations do not map to any of the known members of the Mediator subunits. Some of the human Mediator subunit mutations that are associated with cardiovascular diseases (not directly associated with cardiomyopathy) include Med13 that affects hypoxia [61], Med13L which displays transposition of the great arteries and mental retardation [62], and Med15 that causes conotruncal heart malformations [63]. Also of interest is that analysis of a liver-specific Med23-knockout mouse, displayed improved glucose and lipid metabolism [64], suggesting that some subunits of Mediator may have opposing metabolic actions. To our knowledge genetic mapping of the mutations of Mediator subunits in human hearts has not been carried out so far. Our studies provide an incentive to map the Med1 mutations in human hearts in clinical settings. The phenotype that we observed in csMed1^-/-^ mouse heart mirrors in many respects to that observed for mice that carry a zeitgeist recessive N-ethyl-N-nitrosourea (ENU)-induced missense mutation in Med30 gene [32], including DCM, myocardial fibrosis, echocardiographic results, and changes in gene expression patterns. Genes that control metabolic pathways related to oxidative phosphorylation and energy metabolism decline in both these mice. These similarities are striking and intriguing which raises the possibility that some of the transcription factors and coactivators that regulate heart functions may need to interact with both Med1 and Med30 subunits (one subunit does not compensate for the other). Future work will address these possibilities.

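Cacna1s (chromosome 1, 136052750 to 136119822) had 2.98 FPKM in control and 0.178 FPKM in csMed1-/- heart, a ratio of 0.0598. Ryr2 fell 9.72-fold, from 84.6 to 8.70 FPKM, Atp2a2 15.1-fold, from 3585 to 238 FPKM, and Pln 13.7-fold, from 771 to 56.2 FPKM. The values come from 1 pooled library per genotype and have no replicate check. Atp2a2, Pln and Ryr2 were abundant in control, whereas Cacna1s was not, and its log2 ratio of -4.06 shrank to -1.76 with a pseudocount of 1. The paper reasons that deregulation of such genes can affect calcium signaling and cardiac muscle contraction and contribute to dilated cardiomyopathy.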

We showed that several genes critical for calcium channel structure and function and cardiac muscle contraction are down-regulated significantly in csMed1^-/-^ heart. Ryanodine receptor 2 gene (*Ryr2)* that encodes ryanodine receptor 2 protein triggers a cardiac contraction by mediating Ca2^+^ channeling [65]. *Ryr2* controls mitochondrial Ca2^+^ and ATP levels and a cascade of transcription factors controlling metabolism and survival [66]. Atp2a2 encodes Ca2β ATPase isoform 2a protein (also known as SERCA-2a) and Cacna1s encodes a structural protein of voltage gated calcium channel. SERCA-2a and phospholamban (product of *pln*) in conjunction with integrin linked kinase (ILK) regulates calcium mediated changes in cardiomyocyte contractility [67,68]. *Cacna1S* gene encodes a protein, which is a member of the 10 subunit structure of voltage-gated calcium channel that mediates calcium entry into cardiac and skeletal muscle cells and activates receptor signaling. Cardiac excitability is primarily dependent on proper calcium transport in myocardial cells. Therefore, deregulation of any of these genes such as *Atp2a2* can affect calcium signaling pathway and cardiac muscle contraction which may contribute to DCM and ARVC [69]. A number of clinical conditions related to cardiovascular disease including DCM are caused by genetic mutations in genes (e.g. *RYR2*) that control calcium release from the sarcoplasmic reticulum [35,69,70].

Given that PPARα is down-regulated 11-fold, and that Med1 is essential for PPARα signaling, we wondered whether genes involved in the calcium channeling whose expression levels are also reduced in the heart of csMed1^-/-^ mice are responsive to PPARα. We searched for the PPRE (proliferator-activated receptor (PPAR) response element) using MatInspector program from Genomatix (http://www.genomatix.de/) and identified one putative PPRE with very high matrix score (0.902) on 1.5 kb upstream sequence of *Cacna1S* gene. Putative PPREs with significant matrix score were also found on the 5 kb upstream sequence of *Ryr2* (9 motifs) and *Atp2a2* (8 motifs). All identified PPREs contain direct repeats of hexanucleotide spaced by a single nucleotide (DR-1) [71]. Based on this bioinformatics data, we presume that some of these PPREs are functional which may recruit PPARα (also PPARγ and PPARδ) on to the calcium channeling gene promoter for their transcriptional regulation, supporting the notion that Med1 stabilizes PPARα bound cofactors. Thus our study raises the possibility that calcium signaling members as a novel target for PPARs.

We have observed elevated expression of a large number of genes in csMed1^-/-^ heart. Genes in this category included those that are involved in calcium signaling pathway (cacnb1), stress response pathway, cardiac hypertrophy and fibrosis (see above, Results). Most likely, the increased expression of these genes is due to cardiac damage that occurs due to decreased expression of genes related to cardiac functions. Alternatively, elevated expression of some of these genes may also have contributed to the heart damage. We believe that expression of these genes is normally repressed in heart by a mechanism involving Med1 and increased expression of at least some of these genes due to Med1 deletion may be to mitigate the injury caused by the abrogation of Med1 functions in myocardium.

The molecular mechanisms by which the Med1 deletion results in the up- or downregulation of cardiac gene expression may be complex. Since the Mediator complex is involved in the transcriptional activation mechanism by a variety of ways including by interacting with sequence specific transcription factors, different coactivators such as histone acetylases and also several components of the polII initiation complex [2], it is at present difficult to pinpoint a specific protein-protein interaction causing Med1 related downregulation of cardiac gene expression. Similar explanation may also be offered for the induction of several genes in TmcsMed1^-/-^ mice observed in this study. However, an elegant recent study showed that Med13 transcriptionally represses the nuclear receptor NURR1 and MEF2 transcription factors in skeletal muscle and thereby suppresses the genes involved in glucose uptake and metabolism [72]. Therefore, further studies will unravel the mechanism by which Med1 deletion causes perturbations of cardiac gene expression in TmcsMed1^-/-^ mice.

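FPKM values are relative to the total of each library, so they cannot show a change that affects all transcripts alike. Within this limit, 9965 genes reached 1 FPKM in control heart and 9742 in csMed1-/- heart. The log2 ratio of csMed1-/- to control had a median of -0.0709 over 10489 genes, and 68.5% of them lay within 2-fold (no replicates). Med1 fell from 3.38 to 0.412 FPKM. Of the 28 other expressed Mediator subunit genes, 25 stayed within 2-fold, 18 were higher and 10 lower, and their median log2 ratio was 0.187. They ranged from -1.01 (Med16, 46.1 to 22.9 FPKM) to 1.17 (Med15, 22.0 to 49.5 FPKM). Med30 had 9.59 and 12.6 FPKM (ratio 1.31). Of 2 subunits of RNA polymerase II, Polr2b had a ratio of 0.781 (8.41 to 6.57 FPKM) and Polr2a a log2 ratio of 3.07 (16.2 to 136 FPKM). Among these genes Med1 was the most sensitive to the processing, with a log2 ratio of -1.64 under a pseudocount of 1. The paper concludes that deletion of Med1 did not shut down global transcription.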

An intriguing observation is that even though Med1 is the major component of the Mediator complex whose function is vital for the nuclear receptor mediated transcription, deletion of Med1 did not shut down global transcription. Currently, it is not clear whether a functional mediator complex can form in vivo in the absence of Med1 subunit and whether such complex can display residual transcriptional activity. In this regard, we earlier showed that mice with liver specific deletion of Med1 survive for several months [73,74] and liver transcription in this mouse is not globally shut down [74].

In conclusion, we have shown that Med1 subunit of the Mediator complex plays a critical role in myocardial function and occupies a central role connecting multiple pathways involved in heart function. Med1 subunit of the mediator complex is primarily known for its interaction with a number of nuclear receptors. Many of the changes we observed in the heart of csMed1^-/-^ can be explained by the lack of these interactions. Clearly, further studies such as knock-in and in vitro studies are needed to unravel molecular basis of pathological observations we made in the heart tissue of csMed1^-/-^ mice. This initial work will pave the way for those future studies.

## Supporting Information

S1 Fig Immunohistochemical localization of Med1 (shown by an arrow) in csMed1^fl/fl^ and TmcsMed1^-/-^hearts. (TIF) Click here for additional data file.

S2 Fig Cardiomyocyte apoptosis in TmcsMed1^-/-^ mouse heart by TUNEL staining (A), and quantification of TUNEL positive cells (B). (TIF) Click here for additional data file.

S1 Table Primer sequences used for qPCR assays. 

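S1 Table lists 42 primer pairs for qPCR, the method that measures the amount of a chosen transcript by its amplification and that the paper normalized to 18S ribosomal RNA. Each pair was matched to the mouse transcripts of GENCODE M21. For 36 pairs both primers matched the transcripts of exactly 1 gene, and 3 pairs matched more than 1. The Acadm pair also matched Gm5131, and the pairs listed for Hspa1a and Hspa1b are identical and matched both genes. Products were 58 to 248 bp long, with a median of 136 bp. The COX6a pair amplifies Cox6a2, and the Wisp2 and Ctgf pairs amplify the genes now named Ccn5 and Ccn2. For 3 pairs no product was found. The 18S rRNA gene is not in the transcripts searched. The forward primer for Ndufs7 had at best 8 mismatches in Ndufs7, while its reverse primer matched exactly. The Med1 primers came closest in exons 15 to 16, with 2 mismatches, and in exon 17, with 1 mismatch, downstream of the floxed exons 8 to 10.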

(DOCX) Click here for additional data file.

S2 Table Genes down-regulated in csMed1^-/-^ heart. (XLSX) Click here for additional data file.

S3 Table Classification of downregulated genes (RNA-Seq data) based on biological process, molecular function and cell component. (DOCX) Click here for additional data file.

S4 Table Genes up-regulated in csMed1^-/-^ heart. (XLSX) Click here for additional data file.

S5 Table Classification of upregulated genes (RNA-Seq data) based on biological process and functions and cell component. (DOCX) Click here for additional data file.

# Supplementary material for: Cardiomyocyte-Specific Ablation of Med1 Subunit of the Mediator Complex Causes Lethal Dilated Cardiomyopathy in Mice
**Source:** PLoS One. 2016 Aug 22;11(8):e0160755. doi: 10.1371/journal.pone.0160755
**Supplement:** S1 Table

**S1 Table. Selected primers used for qPCR**

| ***Gene name*** | ***Forward primers*** | ***Reverse primers*** |
| --- | --- | --- |
| ***PPARα*** | ***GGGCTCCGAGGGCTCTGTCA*** | ***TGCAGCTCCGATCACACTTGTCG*** |
| ***PGC1α*** | ***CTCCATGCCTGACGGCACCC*** | ***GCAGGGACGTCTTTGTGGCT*** |
| ***PGC1β*** | ***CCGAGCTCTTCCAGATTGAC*** | ***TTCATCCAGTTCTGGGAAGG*** |
| ***L-PBE/EHHADH*** | ***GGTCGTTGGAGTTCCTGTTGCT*** | ***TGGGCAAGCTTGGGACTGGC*** |
| ***UPC3*** | ***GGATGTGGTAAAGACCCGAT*** | ***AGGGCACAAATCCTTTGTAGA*** |
| ***Abcc9*** | ***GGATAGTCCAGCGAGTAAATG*** | ***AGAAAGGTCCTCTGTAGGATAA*** |
| ***Acadm(MCAD)*** | ***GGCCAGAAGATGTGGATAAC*** | ***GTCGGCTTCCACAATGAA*** |
| ***Aqp7*** | ***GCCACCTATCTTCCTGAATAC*** | ***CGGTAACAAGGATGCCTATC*** |
| ***HK2*** | ***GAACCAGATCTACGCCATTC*** | ***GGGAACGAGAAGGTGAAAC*** |
| ***Glut4*** | ***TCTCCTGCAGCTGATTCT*** | ***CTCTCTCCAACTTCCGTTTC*** |
| ***Pde1c*** | ***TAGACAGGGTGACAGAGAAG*** | ***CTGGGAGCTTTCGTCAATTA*** |
| ***Pln*** | ***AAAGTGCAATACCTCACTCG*** | ***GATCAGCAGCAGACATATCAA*** |
| ***Ryr2*** | ***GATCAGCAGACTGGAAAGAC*** | ***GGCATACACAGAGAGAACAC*** |
| ***Atp1a2*** | ***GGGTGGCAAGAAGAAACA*** | ***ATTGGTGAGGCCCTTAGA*** |
| ***Atp2a2(Serca2)*** | ***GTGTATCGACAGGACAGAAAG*** | ***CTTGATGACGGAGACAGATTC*** |
| ***Med1*** | ***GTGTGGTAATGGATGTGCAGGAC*** | ***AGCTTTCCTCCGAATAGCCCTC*** |
| ***ATF3*** | ***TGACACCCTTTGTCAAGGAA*** | ***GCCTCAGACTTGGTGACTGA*** |
| ***Tfam*** | ***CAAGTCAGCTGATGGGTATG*** | ***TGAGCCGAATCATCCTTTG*** |
| ***Ndufs7*** | ***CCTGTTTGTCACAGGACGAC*** | ***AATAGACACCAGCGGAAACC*** |
| ***Sdha*** | ***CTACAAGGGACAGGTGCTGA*** | ***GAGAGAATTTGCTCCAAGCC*** |
| ***Sdhb*** | ***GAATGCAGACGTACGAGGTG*** | ***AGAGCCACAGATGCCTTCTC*** |
| ***Sdhc*** | ***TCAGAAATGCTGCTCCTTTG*** | ***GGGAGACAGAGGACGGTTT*** |
| ***Sdhd*** | ***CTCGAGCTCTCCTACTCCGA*** | ***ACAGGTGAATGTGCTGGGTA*** |
| ***COX5b*** | ***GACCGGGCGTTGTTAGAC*** | ***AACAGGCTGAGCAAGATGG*** |
| ***COX6a*** | ***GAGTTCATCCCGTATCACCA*** | ***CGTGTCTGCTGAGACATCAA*** |
| ***COX10*** | ***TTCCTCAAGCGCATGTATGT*** | ***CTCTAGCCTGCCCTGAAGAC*** |
| ***Sod2*** | ***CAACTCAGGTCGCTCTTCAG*** | ***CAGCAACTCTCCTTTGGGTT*** |
| ***Catalase*** | ***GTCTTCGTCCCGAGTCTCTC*** | ***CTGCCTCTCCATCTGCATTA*** |
| ***ANF(Nppa)*** | ***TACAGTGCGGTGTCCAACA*** | ***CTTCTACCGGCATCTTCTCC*** |
| ***BNP(Nppb)*** | ***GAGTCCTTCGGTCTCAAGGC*** | ***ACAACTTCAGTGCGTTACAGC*** |
| ***Collagen1*** | ***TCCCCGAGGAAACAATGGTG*** | ***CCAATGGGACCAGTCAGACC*** |
| ***18S*** | ***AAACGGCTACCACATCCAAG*** | ***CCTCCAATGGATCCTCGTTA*** |
| ***Itgav*** | ***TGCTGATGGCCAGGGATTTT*** | ***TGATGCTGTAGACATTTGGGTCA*** |
| ***Inhbb*** | ***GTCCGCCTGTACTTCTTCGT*** | ***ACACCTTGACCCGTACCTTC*** |
| ***Ctgf*** | ***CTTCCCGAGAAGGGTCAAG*** | ***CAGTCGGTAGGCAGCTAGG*** |
| ***Ace*** | ***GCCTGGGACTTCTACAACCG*** | ***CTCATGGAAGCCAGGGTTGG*** |
| ***Hspa1b*** | ***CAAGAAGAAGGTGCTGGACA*** | ***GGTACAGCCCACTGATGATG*** |
| ***Hspa1a*** | ***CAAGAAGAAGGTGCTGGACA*** | ***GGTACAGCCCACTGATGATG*** |
| ***Cyp1b1*** | ***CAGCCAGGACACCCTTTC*** | ***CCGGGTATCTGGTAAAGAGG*** |
| ***Wisp2*** | ***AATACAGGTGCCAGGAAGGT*** | ***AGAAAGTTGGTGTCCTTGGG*** |
| ***Tgf β2*** | ***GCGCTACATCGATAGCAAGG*** | ***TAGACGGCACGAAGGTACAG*** |
| ***Col9a2*** | ***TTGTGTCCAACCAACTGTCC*** | ***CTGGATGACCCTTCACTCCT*** |

# Supplementary material for: Cardiomyocyte-Specific Ablation of Med1 Subunit of the Mediator Complex Causes Lethal Dilated Cardiomyopathy in Mice
**Source:** PLoS One. 2016 Aug 22;11(8):e0160755. doi: 10.1371/journal.pone.0160755
**Supplement:** S3 Table

**S3 Table. Classification of downregulated genes (RNA-Seq data) based on biological process, molecular function and cell component**

Category and Term Genes  *P value*

| \| \| **Go for biological process** \|  \| \|  \| \| --- \| --- \| --- \| --- \| \| GO:0008152~metabolic process \| \| *Abcc9,E,Atp2a2,Pde1c,,Atp1a2,Acss1* \| 0.000006 \| \| GO:0016311~dephosphorylation \| \| *Ptpn3,Fbp2,Nt5c1a,Pfkfb1,Dusp7* \| 0.025918 \| \| GO:0016310~phosphorylation \| \| *Mylk4,Ephb1,Stk39,Ip6k3,Pfkfb1* \| 0.026211 \| \| GO:0006810~transport \| \| *Atp2a2,Cacna1s,Aqp7,Ryr2,Atp1a2* \| 0.000901 \| \| GO:0006813~potassium ion transport \| \| *Abcc9,Kcnn1,Atp1a2,Kcnj5,Kcne1* \| 0.000530 \| \| GO:0034765~regulation of ion transmembrane transport \| \| *Cacna1s,Kcnip2,Scn4a,Kcnj5,Kcne1* \| 0.001358 \| \| GO:0071805~potassium ion transmembrane transport \| \| *Abcc9,Abcc8,Kcnn1,Atp1a2,Kcnj5* \| 0.000003 \| \| GO:0055114~oxidation-reduction process \| \| *Steap3,Adhfe1,,Cyp26b1,Scd4,Acadm* \| 0.001054 \| \| GO:0006631~fatty acid metabolic process \| \| *Acot11,Ppara,Gpam,Acsm5,Acadm* \| 0.011510 \| \| GO:0019432~triglyceride biosynthetic process \| \| *Lpl,Gpam* \| 0.029800 \| \| GO:0006826~iron ion transport \| \| *Steap3,Slc40a1* \| 0.047416 \| \| GO:0006754~ATP biosynthetic process \| \| *Atp2a2,Slc25a13,Atp1a2* \| 0.025843 \| \| GO:0002026~regulation of the force of heart contraction \| \| *Atp2a2,Pln,Atp1a2* \| 0.010792 \| \| GO:0043268~positive regulation of potassium ion transport \| \| *Stk39,Abcc8* \| 0.025395 \| \| GO:0045822~negative regulation of heart contraction \| \| *Atp2a2,Pln,Atp1a2* \| 0.001671 \| \| GO:0009058~biosynthetic process \| \| *Gal3st3,Gpt,Aldh1l2,Gpt2* \| 0.012704 \| \| GO:0008016~regulation of heart contraction \| \| *Hrc,Gja1,Nos2,Hopx* \| 0.001053 \| \| GO:0051481~reduction of cytosolic calcium ion concentration \| \| *Drd2,Atp1a2* \| 0.021760 \| \| GO:0071222~cellular response to lipopolysaccharide \| \| *Cmpk2,Gbp2,Nos2* \| 0.024309 \| \| GO:0002070~epithelial cell maturation \| \| *Gja1,Kcne1* \| 0.018102 \| \| GO:0000266~mitochondrial fission \| \| *Mtfp1,Lpin1* \| 0.021760 \| \| GO:0010107~potassium ion import \| \| *Abcc9,Kcnj11* \| 0.015942 \| \| **Go for molecular function** \| \|  \|  \| \| GO:0016787~hydrolase activity \| \| *Acot11,Atp2a2,Fbp2,Lpl,Pde1c,Atp1a2* \| 0.000161 \| \| GO:0008092~cytoskeletal protein binding \| \| *Epb4.1l4a,Ptpn3,Epb4.1l3* \| 0.012816 \| \| GO:0016740~transferase activity \| \| *Ephb1,Stk39,Gpt,Gsta4,Epha4,Pfkfb1* \| 0.030057 \| \| GO:0003824~catalytic activity \| \| *Echdc3,Atp2a2,Lpl,Pde1c,Atp1a2,Pfkfb1* \| 0.014677 \| \| GO:0005524~ATP binding \| \| *Abcc9,Atp2a2,Atp1a2,Pfkfb1,Acss1,Wnk2* \| 0.032746 \| \| GO:0016301~kinase activity \| \| *Mylk4,Ephb1,Stk39,Sh3kbp1,Stk10,Wnk2* \| 0.000001 \| \| GO:0000166~nucleotide binding \| \| *Mylk4,Atp2a2,Atp1a2,Ppargc1b,Acss1* \| 0.016757 \| \| GO:0005096~GTPase activator activity \| \| *Tbc1d10c,Plxnb1,Rap1gap2,Rgs2* \| 0.048320 \| \| GO:0005216~ion channel activity \| \| *Scn4b,Cacna1s,Kcnj11,Kcnn1,Ryr2* \| 0.041455 \| \| GO:0005244~voltage-gated ion channel activity \| \| *Cacna1s,Kcnip2,Scn4a,Kcnj5,Kcne1* \| 0.000008 \| \| GO:0005267~potassium channel activity \| \| Abcc9,Abcc8,Kcnip2,Kcne1 \| 0.000134 \| \| GO:0016491~oxidoreductase activity \| \| *Steap3,Scd4,Rsad1,Nos2,Acadm* \| 0.002761 \| \| GO:0019904~protein domain specific binding \| \| *Whrn,Ppara,Mlf1,Wnt5a,Clec3b,* \| 0.000904 \| \| GO:0035255~ionotropic glutamate receptor binding \| \| *Drd2,Myo5b* \| 0.009119 \| \| GO:0004091~carboxylesterase activity \| \| *Acot11,Siae,Ces1d* \| 0.038697 \| \| GO:0005509~calcium ion binding \| \| *Atp2a2,,Syt7,Egf,Slc25a13,Calr3* \| 0.035784 \| \| GO:0046966~thyroid hormone receptor binding \| \| *Med1,Nr0b2* \| 0.045769 \| \| GO:0005102~receptor binding \| \| *Drd2,Lgi1,Pla2g5,Lpl,Wnt5a,Gja1* \| 0.014552 \| \| GO:0048155~S100 alpha binding \| \| *Atp2a2,Fgf1* \| 0.032775 \| \| GO:0051219~phosphoprotein binding \| \| *Grb14,Dpysl4,Fkbp4* \| 0.007856 \| \| GO:0008201~heparin binding \| \| *Fgf1,Pla2g5,Lpl,Clec3b* \| 0.045641 \| \| GO:0030170~pyridoxal phosphate binding \| \| *Gpt,Gpt2,Alb* \| 0.047614 \| \| GO:0005104~fibroblast growth factor receptor binding \| \| *Fgf1,Fgf16* \| 0.041886 \| \| GO:0005242~inward rectifier potassium channel activity \| \| *Kcnj11,Kcnj5,Kcnj3* \| 0.005409 \| \| GO:0008483~transaminase activity \| \| *Gpt,Gpt2* \| 0.003101 \| \| GO:0046875~ephrin receptor binding \| \| *Efnb3,Epha4* \| 0.007856 \| \| GO:0019902~phosphatase binding \| \| *Chchd3,Ppara,Sh2d4a* \| 0.045641 \| \| GO:0005005~transmembrane-ephrin receptor activity \| \| *Ephb1,Epha4* \| 0.035597 \| \| GO:0016769~transferase activity, transferring nitrogenous groups \| \| *Gpt,Gpt2* \| 0.010433 \| \| GO:0005272~sodium channel activity \| \| *Scn4b,Scn4a* \| 0.042459 \| \| GO:0070991~medium-chain-acyl-CoA dehydrogenase activity \| \| *Acadm* \| 0.033520 \| \| GO:0042974~retinoic acid receptor binding \| \| *Med1,Nr0b2* \| 0.045769 \| \| GO:0042975~peroxisome proliferator activated receptor binding \| \| *Lpin1,Med1,Nr0b2* \| 0.015807 \| \| GO:0005502~11-cis retinal binding \| \| *Opn4* \| 0.029879 \| \| GO:0015459~potassium channel regulator activity \| \| *Abcc9,Kcne1* \| 0.045769 \| \| GO:0050682~AF-2 domain binding \| \| *Ppargc1b* \| 0.038430 \| \| GO:0019829~cation-transporting ATPase activity \| \| *Atp1a2* \| 0.045769 \| \| GO:0004465~lipoprotein lipase activity \| \| *Lpl* \| 0.033520 \| \| GO:0015254~glycerol channel activity \| \| *Aqp7* \| 0.033520 \| \| GO:0030339~fatty-acyl-ethyl-ester synthase activity \| \| *Ces1d* \| 0.045769 \| \| GO:0005280~hydrogen:amino acid symporter activity \| \| *Slc36a2* \| 0.045769 \| \| GO:0005115~receptor tyrosine kinase-like orphan receptor binding \| \| *Wnt5a* \| 0.033520 \| \| GO:0017129~triglyceride binding \| \| *Lpl* \| 0.033520 \| \| GO:0036033~mediator complex binding \| \| *Med1* \| 0.033520 \| \| **Go for Cell component** \| \|  \|  \| \| GO:0005634~nucleus \| \| *Ppara,Fgf1,Foxo6,Med1,Ppargc1b* \| 0.000001 \| \| GO:0030054~cell junction \| \| *Lgi1,Ppl,Chrna2,Epha4,Lrrc4b,Gja1* \| 0.016604 \| \| GO:0005759~mitochondrial matrix \| \| *Ppif,Gstk1,Acss1,Acadm* \| 0.027889 \| \| GO:0005743~mitochondrial inner membrane \| \| *Mtfp1,Gstk1,Dusp18,Bckdhb* \| 0.003962 \| \| GO:0005515~protein binding \| \| Ppara,Med1,Egf,Lpl,Wnt5a,PNos2 \| 0.002313 \| \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: Cardiomyocyte-Specific Ablation of Med1 Subunit of the Mediator Complex Causes Lethal Dilated Cardiomyopathy in Mice
**Source:** PLoS One. 2016 Aug 22;11(8):e0160755. doi: 10.1371/journal.pone.0160755
**Supplement:** S5 Table

**S5 Table. Classification of upregulated genes (RNA-Seq data) based on biological process, molecular function and cell component**

Category and Term Genes *P value*

| \| \| **Go for biological process** \|  \| \|  \| \| --- \| --- \| --- \| --- \| \| \| GO:0043410 \| positive regulation of MAPK cascade \| *Itgav,Sorbs3,Igf1r* \| 0.0052985 \| \| --- \| --- \| --- \| --- \| \| GO:0006811 \| ion transport \| *Mlc1,Cacnb1,Slc17a7,Chrnb1* \| 0.0054956 \| \| GO:0006950 \| response to stress \| *Hsp90aa1,Hspa1,Ppp1r15a,Adm,Uchl1* \| 1.561E-07 \| \| GO:0006917 \| induction of apoptosis \| *Tgfb2,Trp53inp1,Thbs1,Tnfrsf12a,Phlda3* \| 0.0001487 \| \| GO:0030199 \| collagen fibril organization \| *Tgfb2,Col5a2* \| 0.0003269 \| \| GO:0045766 \| positive regulation of angiogenesis \| *Cx3cl1,Thbs1,Serpine1,Sphk1,Adm* \| 2.12E-05 \| \| GO:0002026 \| regulation of the force of heart contraction \| *Adm,Myl4* \| 0.0033376 \| \| GO:0042326 \| negative regulation of phosphorylation \| *Cdkn1a,Ahsg* \| 0.0097372 \| \| GO:0051496 \| positive regulation of stress fiber assembly \| *Sorbs3,Ctgf* \| 0.0045379 \| \| GO:0060047 \| heart contraction \| *Gpx1,Ace* \| 0.0006304 \| \| GO:0042744 \| hydrogen peroxide catabolic process \| *Gpx3,Gpx1* \| 0.0023123 \| \| GO:0000302 \| response to reactive oxygen species \| *Gpx1,Ptprn* \| 0.0023123 \| \| GO:0071578 \| zinc ion import \| *Slc39a6* \| 0.009584 \| \| GO:0006937 \| regulation of muscle contraction \| *Casq1,Tnni1* \| 0.0037185 \| \| GO:0060401 \| cytosolic calcium ion transport \| *Ctgf* \| 0.0048035 \| \| GO:0014809 \| regulation of skeletal muscle contraction \| *Casq1* \| 0.0048035 \| \| GO:0051282 \| regulation of sequestering of calcium ion \| *Casq1* \| 0.0048035 \| \| GO:0051280 \| negative regulation of calcium ion \| *Tgfb2* \| 0.009584 \| \| GO:0006982 \| response to lipid hydroperoxide \| *Gpx1* \| 0.009584 \| \| GO:0043251 \| sodium-dependent organic anion transport \| *Slc10a6* \| 0.0048035 \| \| GO:2000425 \| regulation of apoptotic cell clearance \| *Itgav* \| 0.0048035 \|   **Go for molecular function**   \| GO:0005515 \| protein binding (MF) \| *Cdkn1a,Tpm2,Hsp90aa1,Cacnb1,Hspa1a* \| 4.1065E-12 \| \| --- \| --- \| --- \| --- \| \| GO:0005520 \| insulin-like growth factor binding (MF) \| *Wisp2,Igf1r* \| 0.00371848 \| \| GO:0005158 \| insulin receptor binding (MF) \| *Dok5,Igf1r* \| 0.00973715 \| \| GO:0008083 \| growth factor activity (MF) \| *Gdf15,Tgfb2,Ctgf,Inhbb,Wisp2* \| 0.000578671 \| \| GO:0005215 \| transporter activity (MF) \| *Rbp1,Apod,Sypl2,Lcn2,Doc2b* \| 0.00226308 \| \| GO:0008237 \| metallopeptidase activity (MF) \| *Mmp3,Dpep1,Mmp23,Adamtsl2,Ace* \| 0.000791985 \| \| GO:0002020 \| protease binding (MF) \| *Panx1,Lcn2,Serpine1,Hspa1b* \| 0.000178428 \| \| GO:0005509 \| calcium ion binding (MF) \| *Mmp3,Casq1,Actn1,Fbn2* \| 1.26245E-06 \| \| GO:0005178 \| integrin binding (MF) \| *Thbs1,Thbs4,Ctgf,Actn1,Gpnmb* \| 1.97389E-05 \| \| GO:0001968 \| fibronectin binding (MF) \| *Thbs1,Thbs4,Ctgf* \| 0.000136028 \| \| GO:0005544 \| calcium-dependent phospholipid binding (MF) \| *Anxa8,Doc2b* \| 0.00691325 \| \| GO:0008307 \| structural constituent of muscle (MF) \| *Synm,Pdlim3,Krt19* \| 0.000070539 \| \| GO:0050840 \| extracellular matrix binding (MF) \| *Eln,Smoc1,Fbln2,Thbs1,Bgn* \| 1.97047E-08 \| \| GO:0004586 \| ornithine decarboxylase activity (MF) \| *Adc* \| 0.00958402 \| \| GO:0008792 \| arginine decarboxylase activity (MF) \| *Adc* \| 0.00480348 \| \| GO:0031700 \| adrenomedullin receptor binding (MF) \| *Adm* \| 0.00480348 \| \| GO:0008481 \| sphinganine kinase activity (MF) \| *Sphk1* \| 0.00958402 \| \| GO:0097024 \| protein kinase C alpha binding (MF) \| *Itgav* \| 0.00958402 \| \| GO:0002135 \| CTP binding (MF) \| *Hsp90aa1* \| 0.00958402 \| \| GO:0055077 \| gap junction hemi-channel activity (MF) \| *Panx1* \| 0.00480348 \| \| \|  \|  \| \| **Go for Cell component** \| \|  \|  \| \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| --- \|      \| GO:0005829 \| cytosol \| *Itgav,Cdkn1a,Hsp90aa1,Lcn2,Hspa1b* \| 0.00428874 \| \| --- \| --- \| --- \| --- \| \| GO:0005634 \| nucleus \| *Mmp3,Trp53inp1,Atf3,Csrp1,Kif1a* \| 0.0052987 \| \| GO:0005576 \| extracellular region \| *Mmp3Tgfb2,,Wisp2,Fmod,Fbn2* \| 3.6841E-26 \| \| GO:0048471 \| perinuclear region of cytoplasm \| *Nppa,Nppb,Cx3cl1,Ctgf,Hspa1b* \| 0.00121833 \| \| GO:0005622 \| intracellular \| *Itgav,Hsp90aa1,Cacnb1,Igf1r* \| 0.00787355 \| \| GO:0005783 \| endoplasmic reticulum \| *Panx1,Qsox1,Jsrp1,Slc39a6* \| 0.00221906 \| \| GO:0042383 \| sarcolemma \| *Casq1,Bgn,Krt19* \| 0.0039949 \| \| GO:0005581 \| collagen \| *Col8a2,Emid2,Col8a1,Col12a1* \| 1.3534E-07 \| \| GO:0016529 \| sarcoplasmic reticulum \| *Jsrp1,Cacnb1,Casq1* \| 0.0010903 \| \| GO:0031012 \| extracellular matrix \| *Mmp3,Tgfb2,Hsp90aa1,Ahsg* \| 1.81941E-08 \| \| GO:0001725 \| stress fiber \| *Myl9,Pdlim7,Actn1,Zyx,Acta1* \| 4.30236E-06 \| \| GO:0008305 \| integrin complex \| *Itgav,Itgbl1* \| 0.00590799 \| \| GO:0042629 \| mast cell granule \| *Nppa* \| 0.0143417 \| \| GO:0044420 \| extracellular matrix part \| *Cilp* \| 0.00480348 \| \| GO:0032127 \| dense core granule membrane \| *Actn1* \| 0.0143417 \| \| GO:0033018 \| sarcoplasmic reticulum lumen \| *Casq1* \| 0.00480348 \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

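Heart RNA of 5 Med1 fl/fl mice (control) and of 5 csMed1-/- mice, all 23 days old, was pooled by genotype, and 1 library was sequenced from each pool. The authors aligned the reads to the mouse genome (mm10) with TopHat v2.0.8b and computed the deposited FPKM values with Cufflinks v2.1.1 and cuffdiff from known genes, so alignment, counting and library normalization were done before the files were made. Which library scaling cuffdiff used is not stated. The values were used as deposited.

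Each library has 23424 rows with 22882 gene symbols. Rows that share a symbol, as 412 symbols do, were summed. The change of a gene is the plain ratio of csMed1-/- to control FPKM. Genes were kept when they were above 0 in both libraries and at 1 FPKM or more in at least one, which left 10489 genes, and a change was counted past 2-fold, the threshold that the paper states. Read counts are not in the files analysed here, so the absolute depth and the precision of single values are unknown. Steps among low values put the csMed1-/- library at 1.38 times the depth of the control library, if the values were scaled to mapped fragments alone. With 1 library per genotype there are no replicates, and no test between the genotypes was made for a single gene.

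Gene sets were tested by comparing their median log2 ratio with 100000 random sets of the same size, drawn with replacement from other genes in the same of 10 bins of mean abundance (2-sided permutation test, threshold 0.05). P-values were adjusted by the Benjamini-Hochberg method over 6 sets for the paper's claims and separately over 13 sets of marker genes. The lists of genes were written before the files were seen. The FPKM ratios of Tables 1 and 2 were correlated with the paper's qPCR ratios on the log2 scale, with Pearson's r, Spearman's rho and 100000 permutations. Such tests run across genes, which are not independent replicates.

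Gene positions, exons, transcript lengths and GC content came from the GENCODE M21 annotation of GRCm38, joined by gene symbol, with Ccn5 for Wisp2 and Ccn2 for Ctgf. Primers were matched to its transcripts. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and random draws used seed 1.

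The genes named in the text were set by a rule written before the files arrived. They are every gene that the paper names in its text or Tables 1 to 4 for this RNA-seq experiment, the 10 largest increases and 10 largest decreases among genes at 10 FPKM or more in the higher library and above 0 in both, the 5 largest in each direction that are in neither S2 Table nor S4 Table and not named by the paper, Mediator subunit genes, and members of the reported gene sets. Genes at the ends of a reported range, genes that stand on several rows, abundant genes with a value of 0 in control, RNA polymerase II subunits and genes of immunoblotted proteins were added after the files were seen.

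The computation was tested on simulated data made from the control library. All 200 genes given a 4-fold change were recovered, and 0 of 10289 unchanged genes were called. The simulated noise had an SD of 0.2 on the log2 scale, whereas the observed log2 ratios had quartiles of -0.718 and 0.546. With so little noise this outcome was close to certain, so it checks the computation and not the reliability of the calls. Of 40 sets of 30 genes shifted by 0.5 on the log2 scale 40 were found, and of 40 sets without a shift 1 was called.

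The alternatives were pseudocounts of 0.1 and 1, no filter on low values, filters of 1 FPKM in both libraries and of 10 FPKM in at least one, ratios centred on their median, scaling to the 75th percentile, the 100 highest genes left out, a threshold of 4-fold, rows kept apart, random genes not matched for abundance, and sets without the genes that the paper names. Centring within 10 bins of GC content, a 4-fold threshold together with 10 FPKM, and a second symbol for Cox6a were added after seeing the data. Upstream DR-1 motifs were left out because no mouse genome sequence was used here, and the qPCR, immunoblot, histology and physiology experiments because their measurements are not in the files analysed here.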

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

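The genes with the largest changes outside S2 and S4 Tables, among genes at 10 FPKM or more in the higher library, are not discussed by the paper. The log2 ratio of csMed1-/- to control was 7.69 for a gene known by the name of a RIKEN clone (chromosome 7, 67784538 to 67804139), 7.17 for Cnn1, 6.22 for another RIKEN clone gene, which is not in the annotation, 5.56 for E030010A14Rik and 5.22 for Fstl3. It was -7.25 for Lrrc15, -6.41 for Tmod4, -6.15 for Snai3, -6.00 for Gm19461 and -4.76 for Gm14492. There is 1 library per genotype, so variation between mice or pools could not be tested, and these changes cannot be told apart from it. For reads shared with an overlapping or adjacent gene, 2 of the 10 genes lay within 1 kb of a gene that changed more than 2-fold the same way. They were Fstl3 beside Prss57 (5.13) and Gm19461 beside Plekha6 (-1.70). A further 3 of the 10 are not in the annotation, so this explanation remains for these genes. Cnn1 and Lrrc15 had no annotated gene within 1 kb. The RIKEN clone gene of chromosome 7, Tmod4 and Snai3 had 1 each, but none that changed so. This argues against shared reads for the genes without a changed neighbour. For few reads behind a low value, all 10 genes stayed past 2-fold with a pseudocount of 1. For library normalization, all 10 stayed past 2-fold under the 3 other scalings. Both outcomes followed from the choice of very large changes at 10 FPKM or more, so these tests cannot decide either question. For GC content bias, the medians of the GC bins ran only from -0.344 to 0.358, far smaller than these changes. All 7 genes with a GC value stayed past 2-fold after centring within GC bins, which argues against this bias for these 7 genes. The 3 genes that are not in the annotation have no GC value and could not be tested. Apart from the prediction on variation between pools, these predictions were made only after the values had been seen. No biological explanation was tested for the group.

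Cnn1, a gene of smooth muscle, rose from 4.32 to 622 FPKM. RNA from smooth muscle cells was tested as a source with the 5 other smooth muscle genes of a list written before the files were seen. Their median log2 ratio was -1.04 and 1 of the 5 was higher, which speaks against this source. The prediction was written after Cnn1 had been seen.

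Sex-linked genes differed between the pools, which the paper does not report. The log2 ratio of Xist was 4.36, and those of the Y-linked genes Ddx3y, Eif2s3y and Uty were -5.31, -5.40 and -4.34. Kdm5d had 0.272 FPKM in control and 0 in csMed1-/- heart. The summed value of the 4 Y-linked genes fell from 1.55 to 0.0339 FPKM, a log2 ratio of -5.52. A different sex composition of the pools may account for this, since all Y-linked genes fell and Xist rose. All these values are low. Only 2.77% of 3146 genes in the same range of control values fell as far as the least changed Y-linked gene, so few reads alone would rarely give such a decrease. After centring within GC bins the median of the Y-linked genes was -5.14. The medians of these bins ran only from -0.344 to 0.358, so a GC relation of that size does not account for the decrease. These 3 predictions were made after the values had been seen. Whether sex composition lies behind the listed changes was predicted beforehand and tested on chromosomes X and Y. They held 8 genes of S2 and S4 Tables (2.19%) against 2.63% of the other expressed genes, an odds ratio of 0.829 (Fisher's exact p = 0.738). That test covers sex-linked genes only, and an effect of sex on autosomal genes was not tested. It also leaves out Xist and the 4 Y-linked genes, which were below 1 FPKM in both libraries, so it cannot decide the question.

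Abundant cardiac genes had a value of 0 in the control library. In csMed1-/- heart Actc1 had 9188.76 FPKM, Mb had 1039.63 FPKM and Myh6,Myh7, given as 1 locus, had 646.936 FPKM. A locus left out for too many reads is a candidate explanation. By value times length in the csMed1-/- library the 3 loci ranked 6, 210 and 30, and the lowest, 210, is too far down the ranking to settle it. That the control library was not from cardiac muscle was tested with sarcomere genes, and 18 of 20 had 100 FPKM or more in control, which speaks against it. Both predictions were made after the zeros had been seen. In all, 6 genes were 0 in control and above 100 FPKM in csMed1-/- heart, and 6 the other way round. Without a pseudocount these genes have no ratio. They are in none of the counts except those made with a pseudocount, which cover 10547 genes in place of 10489.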

How the results depend on the processing

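The alternatives, the gene lists and the tests of the paper's claims were written before the processed files arrived. The exceptions were centring within GC bins, the 4-fold threshold together with 10 FPKM, and the second symbol for Cox6a, which were chosen after seeing the data. Most predictions on the source of a single pattern were also made after the values had been seen, as stated with each. The replicate block was not run because each genotype has only 1 library. Matching by older symbols was not run because the table of older symbols holds none for mouse, and DR-1 motifs were not scanned because no mouse genome sequence was used here.

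Of 13 headline results, the medians of the OXPHOS, fatty acid oxidation, glucose metabolism, calcium handling and fibrosis sets and both correlations with qPCR kept their direction and their side of the threshold under every alternative run on them. All genes of Tables 1 and 2 kept their direction with a pseudocount of 1, the alternative run on these shares, but not every Table 1 gene did with the second symbol for Cox6a, which gave a log2 ratio of 0.285. The counts depend on the filter and the threshold. Of the changed, decreased and increased genes, there were 5686, 3182 and 2504 without a filter on low values, which adds genes whose ratios rest on low values. With at least 10 FPKM in at least one library there were 1706, 885 and 821, and with a 4-fold threshold 992, 539 and 453. With the 4-fold threshold and 10 FPKM together there were 475, 255 and 220.

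The median of the mitochondrial biogenesis set, -0.837, moved to -0.399 with genes at 10 FPKM or more (adjusted permutation p = 0.357), which leaves 4 genes, and to -0.518 without the genes that the paper names (13 genes, adjusted permutation p = 0.27). Its shift could therefore rest largely on Ppargc1a, Ppargc1b and Tfam, which the paper chose to report.

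Of 102 genes tested, 90 were labelled unchanged under every alternative. Of 705 rows, 692 were labelled unchanged, 9 weaker, 3 stronger and 1 reversed. The label unchanged is read here as the same direction and the same side of 2-fold, not the same size. With a pseudocount of 1 the changes of Cyp1b1, Col9a2, Tlr5 and Pde1c shrank strongly but stayed past 2-fold. The reversed row is a question of gene identity, Cox6a read as Cox6a1. Of the weaker rows 7 came from a pseudocount of 1, which shrinks changes of genes with low values, among them Tfam (-0.951) and Ehhadh (-0.984). The absolute depth is unknown, which limits what can be said of any gene with values near or below 1 FPKM, such as Itgav, Pde1c, Cacna1s and the Y-linked genes.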

Differences from the paper's values

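A count or ratio was called different from the paper's when it lay more than 1.5-fold from it. Smaller differences are therefore not treated here, such as those of Pde1c (ratio 0.0478, 0.036 in the paper), Ryr2 (0.103, 0.086 in the paper) and Cldn15 (7.30, 8.66 in the paper). The number of genes changed more than 2-fold was 3309, and the paper's number is 416. None of the alternatives set before the files arrived closed the gap. The 4-fold threshold with at least 10 FPKM in at least one library gave 475 and did, but was chosen after seeing the values. That setting does not describe the lists, since S2 Table reaches down to 0.432 FPKM and 137 of 384 genes at 10 FPKM or more past the smallest listed change are in neither list. The paper's methods state an FDR cutoff of 0.05 in cuffdiff, which cannot be applied here because genes outside S2 and S4 Tables come without p-values, so no alternative tests it.

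The number of genes decreased more than 2-fold was 1886, and the paper's number is 234. None of the alternatives set before the files arrived closed this gap either, and the same setting chosen after seeing the values gave 255.

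The RNA-seq ratio of Ppargc1b was 0.361, and the paper's ratio in Table 1 is 0.091. With the highest row alone, set before the files arrived, it was 0.110, not equal to the paper's ratio but within 1.5-fold of it, which closed the gap. It did not close with a pseudocount of 0.1 (0.374) or 1 (0.470), with median-centred ratios (0.373), with scaling to the 75th percentile (0.354) or without the 100 highest genes (0.358), nor with centring within GC bins (0.309), which was added after seeing the data.

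The paper reports lower PPARδ and PPARγ transcripts by qPCR. In the RNA-seq values Ppard had 32.7 FPKM in control and 27.0 in csMed1-/- heart (ratio 0.825), and Pparg 5.64 and 4.02 FPKM (ratio 0.713), both lower and within 2-fold. S2 and S4 Tables hold 408 rows together, fewer than the paper's total.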

Other observations

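Far more genes pass 2-fold than the paper lists. A limit well above 2-fold in the lists may account for part of this, since the smallest change in S2 and S4 Tables was 4.47-fold. The higher value of a listed gene ranged down to 0.432 FPKM in S2 Table and 0.320 FPKM in S4 Table. Of the genes at 10 FPKM or more and past the smallest listed change, 64.3% are in the lists and 137 are not. These values argue against a low-value filter at 1 FPKM or above as the reason. A filter at still lower values was not tested. The FDR cutoff of the authors' cuffdiff run was not tested, because genes outside the lists come without p-values. The p-values that this run gave the listed genes reach 0.0496 in S2 Table and 0.04955 in S4 Table. All lie below 0.05, so a cutoff on these p-values as listed remains possible. The predictions for these tests were made only after the values had been seen.

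The log2 ratio rose with GC content (Spearman's rho 0.199 over 9470 genes, and 0.243 at 10 FPKM or more). The bin medians ran from -0.344 to 0.358. For GC content bias in the pathway shifts, all 5 sets past the threshold stayed past it once centred within GC bins, so GC content alone would not give those shifts. For transcript length bias, rho with length was -0.0910. Both predictions were made before these test values were seen, although the relation with GC content had been noticed. The source of the GC relation was not found.

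Metabolic genes were lower and fibrosis genes higher, which a change in cell composition could also give. For a larger share of RNA from non-cardiomyocytes, endothelial minus fibroblast identity genes differed by -0.717 in median log2 ratio (permutation p = 0.0756). A larger share would raise both sets, so this difference cannot show whether it was present. Taken singly, endothelial genes had a median of -0.310 (10 of 13 lower) and fibroblast identity genes 0.407 (7 of 13 higher, adjusted permutation p = 0.265), which is no general rise of non-cardiomyocyte genes. For a smaller share of RNA from cardiomyocytes, fatty acid oxidation minus sarcomere genes differed by -0.238 (permutation p = 0.628), and sarcomere genes themselves had a median of -1.37 (17 of 20 lower, adjusted permutation p = 6.5e-05). The pattern cannot be told apart from a smaller share of RNA from cardiomyocytes, and a larger share of a single other cell type was not excluded. The predictions for these tests were made only after the values had been seen.

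Nppa rose from 468 to 11114 FPKM (ratio 23.7) and Nppb from 167 to 1480 FPKM (ratio 8.83). The fetal program set had a median log2 ratio of 3.22 (6 of 6 genes higher, adjusted permutation p = 6.5e-05). Nppa and Nppb are themselves in this set, so it is not independent of their rise. More atrial tissue in the csMed1-/- pool was tested with Myl4, Myl7 and Sbk2, whose median was -0.365. Myl4, which is also in the fetal program set, rose (log2 ratio 2.89), while Myl7 (-0.36) and Sbk2 (-4.90) fell, as did Sln (-1.03), which was below 1 FPKM in both libraries. These genes did not rise together, which speaks against more atrial tissue, although so few genes cannot exclude it. The predictions for these tests were made only after the values had been seen.

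Cdkn1a rose from 30.5 to 693 FPKM. For p53 activation, 17 p53 target genes had a median log2 ratio of 0.444 (11 of 17 higher, adjusted permutation p = 0.12), which did not pass the threshold. Cdkn1a is itself 1 of these 17 genes, so the set is not independent of the rise it was meant to explain. After centring within GC bins, an alternative chosen after seeing the data, their median was 0.739 (13 of 17 higher, adjusted permutation p = 0.0181), which did, so the call on p53 depends on the treatment of GC content. For the increase of Atf3, an integrated stress response may be part of the explanation, since 20 of its genes had a median of 0.915 (19 of 20 higher, adjusted permutation p = 9.4e-04). For the decrease of Ppara, 25 PPARα target genes had a median of -0.816 (18 of 25 lower, adjusted permutation p = 8.2e-04), as loss of PPARα target expression would give. By more than 2-fold, 11 were lower and 3 higher, the highest being Angptl4 (log2 ratio 3.24). The set shares genes such as Acadm with the fatty acid oxidation set. For Med1, compensation by other Mediator subunits was not settled, with a median of 0.187 over 28 genes (18 higher, permutation p = 0.201). The predictions for these tests were made only after the values had been seen, and technical explanations were not excluded for any of these patterns.

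The qPCR ratios were below the RNA-seq ratios for 49 of 50 genes of Tables 1 and 2. The median offset was -0.958 on the log2 scale in Table 1, and in Table 2 it was -1.12. The difference of the 2 offsets was 0.159 (permutation p = 0.326), as a different normalization of the 2 methods would give, and a different normalization is a candidate explanation. The predictions for these tests were made only after the values had been seen.

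Of the genes of immunoblotted fatty acid oxidation proteins, Hadha had a ratio of 0.261, Hadhb 0.297, Echs1 0.249, Acaa1a 0.531 and Acads 0.909 (no replicates). Other marker sets had medians of 0.407 (fibroblast identity, adjusted permutation p = 0.265), -0.310 (endothelial, adjusted permutation p = 0.271), 0.373 (leukocyte, adjusted permutation p = 0.273), -0.960 (smooth muscle, adjusted permutation p = 0.0813), 1.35 (skeletal muscle, 3 of 5 higher, adjusted permutation p = 0.0372), -0.905 (liver, adjusted permutation p = 0.145) and 0.423 (housekeeping, adjusted permutation p = 0.265).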
